# ASK1‐Induced FGF21 Synthesis in the Liver Prevents Obesity in Mice

**DOI:** 10.1002/oby.70261

**Published:** 2026-07-16

**Authors:** Anne Goergen, Tenagne D. Challa, Carlos Villaroel‐Vicente, Marcela Borsigova, Pim P. van Krieken, Christian Wolfrum, Matthias Blüher, Stephan Wueest, Daniel Konrad

**Keywords:** adipose tissue, body weight, high fat diet, insulin resistance, liver

## Abstract

**Objective:**

Fibroblast growth factor 21 (FGF21) is a stress‐induced hormone secreted by the liver. It has a beneficial role in the regulation of glucose and energy metabolism. Herein, we identify apoptosis signal regulating kinase 1 (ASK1) as an inducer of hepatic FGF21 synthesis.

**Methods:**

Glucose and energy metabolism were assessed in liver‐specific ASK1 overexpressing (ASK1^+hep^) and control littermate (ASK1^f/f^) mice fed a regular chow or high fat diet (HFD) for 20 weeks. Liver and fat depots were analyzed using RNA sequencing. Hepatic *Fgf21* expression was downregulated using adeno‐associated virus (AAV) expressing short‐hairpin RNA sequences. *ASK1* and *FGF21* expression was determined in human liver samples.

**Results:**

HFD‐fed ASK1^+hep^ mice exhibited improved glucose metabolism, elevated energy expenditure, and reduced body weight. FGF21 plasma levels were increased in HFD‐fed ASK1^+hep^ mice, and its reduction in vivo blunted beneficial effects on obesity. Mechanistically, ASK1 promoted hepatic *Fgf21* gene expression via the transcription factor ATF4. In humans, hepatic *ASK1* expression correlated positively with *FGF21* and negatively with BMI and visceral fat area.

**Conclusions:**

We describe a novel role of hepatic ASK1 in the synthesis of FGF21. Hence, increasing hepatic *ASK1* expression might be a novel strategy to combat obesity‐associated metabolic complications.

## Study Importance

**What is already known?:**

- FGF21 is a stress‐induced hormone that is mainly secreted by the liver.
- FGF21 induces thermogenesis‐driven energy expenditure in adipose tissue and, thus, improves glucose metabolism.

**What does this study add?:**

- HFD‐fed liver‐specific ASK1 overexpressing mice exhibited improved glucose metabolism, elevated energy expenditure, and reduced adiposity.
- FGF21 plasma levels were highly increased in these mice and its reduction blunted beneficial effects on body weight gain and adiposity.
- In humans, hepatic *ASK1* expression correlated positively with *FGF21* and negatively with BMI and visceral fat area.

**How might these results change the direction of research or the focus of clinical practice?:**

- Increasing circulating FGF21 via induction of hepatic *ASK1* expression might be a novel strategy to combat obesity‐associated metabolic complications.

## 1 Introduction

The rising prevalence of overweight and obesity poses a heavy burden for societies and healthcare systems all over the world [1]. Obesity is often associated with metabolic comorbidities such as cardiovascular incidents, type 2 diabetes, and metabolic dysfunction‐associated steatotic liver disease (MASLD) [2, 3]. Importantly, cardiovascular and metabolic diseases are the primary causes of disability and death globally, impacting the quality of life for millions of people [4].

Fibroblast growth factor 21 (FGF21) is a stress‐induced hormone that is mainly secreted by the liver and has an important role in the regulation of glucose and energy metabolism [5]. FGF21 is also produced by brown adipose tissue (BAT), where it is induced by β‐adrenergic stimulation, cold exposure, and dietary interventions [6, 7, 8]. FGF21 protected mice from diet‐induced obesity and lowered blood glucose concentrations in diabetic mice [9, 10, 11], presumably via increased thermogenesis‐driven energy expenditure [12]. Indeed, it has been shown that FGF21 leads to enhanced energy expenditure via activation of BAT and induction of white adipose tissue (WAT) browning [6, 13]. Thermogenesis is mainly, but not exclusively, driven by uncoupling protein 1 (UCP1), a protein that uncouples the proton gradient over the inner mitochondrial membrane from ATP synthesis, thus creating a futile cycle that produces heat [14]. Endocrine FGF21 analogues have thus gained attention for their potential to directly target adipose tissue and the liver to treat obesity [9, 11, 15]. However, pharmacological studies have also revealed adverse effects of administering supraphysiological doses of exogenous FGF21 [16, 17], underlining the need to find alternative methods to elevate circulating FGF21 levels.

MASLD and its progression to metabolic dysfunction‐associated hepatic steatohepatitis (MASH) as well as liver fibrosis are important comorbidities of the current obesity pandemic and constitute the most frequent liver diseases worldwide [18, 19]. We previously reported that apoptosis signal‐regulating kinase 1 (ASK1) blunts the development of MASLD and liver fibrosis [20]. In particular, we demonstrated that hepatic ASK1 knockout impaired glucose metabolism and accelerated the development of fatty liver disease, hepatic inflammation, and liver fibrosis in high fat diet (HFD)‐fed mice. Conversely, liver‐specific ASK1 overexpressing mice (ASK1^+hep^) were protected from HFD‐induced hepatic lipid deposition, suggesting a protective role of liver‐expressed ASK1 in MASLD [20]. Herein, we unravel that ASK1^+hep^ mice are resistant to HFD‐induced obesity and associated metabolic derailments such as impaired glucose tolerance. In addition, we show that ASK1 reduces body weight gain in a FGF21‐dependent manner in mice and provide evidence for a protective role of liver‐expressed ASK1 in the development of obesity in humans.

## 2 Methods

### 2.1 Human Studies

The expression of *ASK1* and *FGF21* mRNA was measured in liver biopsies from lean study participants and patients who underwent open abdominal surgery for Roux‐en‐Y bypass, sleeve gastrectomy, explorative laparotomy, or elective cholecystectomy. Liver biopsies were taken during surgery, immediately snap‐frozen in liquid nitrogen, and stored at −80°C until further preparation. Measurement of body fat, tissue sample handling, and analysis of samples have been performed as described previously [21, 22]. All investigations have been approved by the ethics committee of the University of Leipzig (363–10‐13,122,010 and 017–12‐230,112) and were carried out in accordance with the Declaration of Helsinki. All study participants provided witnessed written informed consent before entering the study. Human *ASK1* and *FGF21* mRNA expression was measured by qRT‐PCR using an Assay‐on‐Demand gene expression kit (HsXY_m1; Applied Biosystems, Darmstadt, Germany), and fluorescence was detected on an ABI PRISM 7000 Sequence Detector (Applied Biosystems). *ASK1* and *FGF21* mRNA expression was calculated relative to the expression of 18S rRNA (Hs99999901_s1; Applied Biosystems).

### 2.2 Animal Husbandry and Experiments

Liver‐specific ASK1‐overexpressing (ASK1^+hep^) mice on a C57BL/6J background were generated in collaboration with the company PolyGene (Rümlang, Switzerland) [20]. In brief, murine ASK1 cDNA was cloned into a ROSA26‐based targeting vector including a lox‐stop‐lox cassette for conditional expression. After electroporation of the vector into ES cells, cells were injected into blastocysts and transferred into foster mice. ASK1 overexpression was induced by crossing mice homozygous for the target construct (ASK1^f/f^) to Alb‐Cre mice (B6.Cg‐Speer6‐ps1Tg(Alb‐cre)21Mgn/J) leading to Cre‐lox‐mediated excision of the stop cassette. All animal experiments were conformed to the Swiss animal protection laws and were approved by the Cantonal Veterinary Office in Zurich, Switzerland (Licenses ZH193/2017 and ZH103/2021). There was no protocol registered for this study. Male and female mice, aged 6 to 26 weeks, were used for studies. After transfer from the breeding facility, mice were allowed to acclimatize for 1 week. All experiments were performed with mice kept in a 12 h:12 h light:dark cycle (light phase starting at 7 a.m.) in a pathogen‐free animal facility. Cages were enriched with crinklets and gentle tunnel handling was used. Animals were monitored weekly (habitus, fur, activity, locomotion, eye symptoms, and body weight). Human endpoints were defined as signs of pain (humpback or closed eyes) or body weight loss > 10%. Group allocation regarding diet (chow vs. HFD) was based on the initial body weight (similar average body weight in both groups). Group size was determined based on previous experiments performed in our laboratory. Experimenters were not blinded to group allocations. Treatment order of mice was based on the random sequence of ear markings. Mice were housed two to five mice per cage, in individually ventilated cages. Each single animal was considered a biological unit. The ambient temperature in the animal facility was kept constant at 22°C and the animals were fed standard rodent (chow) diet or 59% HFD (E15772‐347, ssniff‐Spezialdiäten GmbH, Soest, Germany), with ad libitum access to food and water. HFD experiments started when mice were 6 weeks old and maintained for either 7 or 20 weeks. Tissue was collected in animals fasted for 5 h (from 8 a.m. to 1 p.m.). ARRIVE reporting guidelines were used [23].

### 2.3 Adeno‐Associated Virus‐Mediated Reduction of Circulating FGF21

Adeno‐associated virus (AAV) expressing four non‐silencing (AAV shCo; ssAAV‐8/2‐p3‐chI[4x(shm/rNS)]‐EGFP‐WPRE‐bGHp(A)) or *Fgf21*‐silencing (AAV shFgf21; ssAAV‐8/2‐p3‐chI[4x:sh(mFgf21)]‐EGFP‐WPRE‐bGHp(A)) short‐hairpin RNA sequences was intraperitoneally injected (10^11^ gc dissolved in 100 μL 0.9% NaCl) into 6‐week‐old ASK1^f/f^ and ASK1^+hep^ mice at the beginning of the HFD feeding period. AAVs under the transcriptional control of the synthetic liver‐specific promoter p3 [24] were produced by the Viral Vector Facility (VVF) of the Neuroscience Center Zurich (ZNZ).

### 2.4 Isolation of Primary Hepatocytes

Mice were euthanized by CO_2_ asphyxiation and the abdominal cavity opened to expose the vena cava inferior. The latter was cannulated with a catheter and the liver perfused with 1× HBSS supplemented with 0.05mM EDTA for 4 min, followed by digestion using DMEM (glucose 1 g/L), containing 1% P/S, 15mM HEPES, and 32 μg/L Liberase for 4 min. The liver was removed from the mouse and cells released from the liver into ice‐cold DMEM (glucose 1 g/L) supplemented with 10% FBS and 1% P/S (full medium) until only connective tissue was left. The cells were filtered through a 100 μm filter and washed three times in full medium with intermittent centrifugations at 50*g*, 4°C and 2 min. Primary hepatocytes were isolated from the remaining cells by centrifugation with 90% Percoll and viable cells plated in plating medium at a density of 2*10^5^ cells/mL as described [25].

### 2.5 Inhibition of Stress Kinases and siRNA‐Mediated Knockdown of ATF4

After plating, primary hepatocytes were allowed to attach and recover for 3 h. Before adding inhibitors/transfection reagents, plating medium was replaced by maintenance medium (Williams E medium, prepared as described in [25]). Thereafter, JNK inhibitor (2 μM in DMSO; SP600125, Cat #10.1033, Focus Biomolecules, Plymouth Meeting, PA, USA), p38 inhibitor (2 μM in DMSO; SB203580, BML‐EI286 ENO Life Sciences, Farmingdale, NY, USA), or vehicle control (DMSO, 0.1%) was added. For RNA interference, Opti‐Mem and 200nM small interfering RNA (siRNA) targeting ATF4 (siATF4; ON‐TARGETplus Mouse Atf4 siRNA, L‐042737‐01‐0005, Horizon Discovery Biosciences Limited, Cambridge, UK) or control siRNA (siCtrl; ON‐TARGETplus Non‐targeting Pool, D‐001810‐10‐05, Horizon Discovery Biosciences Limited) was mixed and primary hepatocytes were transfected using Lipofectamine 2000 with antibiotic‐free maintenance medium. After 24 h, medium was aspirated and cells were washed with ice‐cold PBS and frozen at −80°C until further processing.

### 2.6 RNA Isolation and Quantitative RT‐PCR

Total RNA was extracted with the NucleoSpin RNA Set for NucleoZOL (Macherey‐Nagel, Düren, Germany). RNA concentration was determined spectrophotometrically using NanoDrop (ThermoFisher Scientific, Waltham, MA, USA). RNA was reverse transcribed with the GoScriptTM Reverse Transcription System (Promega, Madison, WI, USA). The following probes/primers were used: Ask1, Mm00434883_m1; Atf4, Mm00515324_m1; Fgf21, Mm00840165_m1; Fgfr, Mm00438930_m1, Klb, Mm00473122_m1, Gapdh, Mm99999915_g1 (Applied Biosystems, Rotkreuz, Switzerland). Relative gene expression values were obtained after normalization to Gapdh using the 2^−ΔΔCt^ method [26].

### 2.7 RNA Sequencing and Transcription Factor Enrichment Analysis

RNA sequencing was conducted by Novogene (Cambridge, UK). mRNA was purified using poly‐T oligo‐attached magnetic beads. cDNA synthesis was performed using random hexamer primers, followed by library preparation with specific protocols for directional and non‐directional libraries, including end repair, A‐tailing, adapter ligation, size selection, and amplification. Libraries were quantified using Qubit, real‐time PCR, and bioanalyzer before pooling and sequencing on Illumina platforms. Raw fastq data were processed to obtain clean reads by removing adapters and low‐quality reads and calculating Q20, Q30, and GC content. Clean reads were mapped to the reference genome using Hisat2, with read counts quantified by FeatureCounts and gene expression estimated as FPKM. Differential expression analysis was conducted with DESeq2 for biological replicates and edgeR for non‐replicates, applying Benjamini‐Hochberg corrections. Genes with adjusted *p* ≤ 0.05 were deemed differentially expressed. Transcription factor analysis was performed using ChEA3 to identify enriched transcription factors [27].

### 2.8 Western Blot Analysis

Tissues were lysed in ice‐cold lysis buffer containing 150mM NaCl, 50mM Tris–HCl (pH 7.5), 1mM EGTA, 1% NP‐40, 0.25% sodium deoxycholate, 1mM sodium pyrophosphate, 1mM sodium vanadate, 1mM NaF, 10mM sodium β‐glycerolphosphate, 0.2mM PMSF, and a 1:1000 dilution of protease inhibitor cocktail (Sigma‐Aldrich, St. Louis, MO, USA). Protein concentration was determined using a BCA assay (Pierce, Rockford, IL, USA). Equal amounts of protein were resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS‐PAGE) and electrotransferred onto nitrocellulose membranes (0.2 μm, BioRad, Reinach, Switzerland). Equal protein loading on membranes was checked by Ponceau S staining. Blots were blocked in tris‐buffered saline (50mM Tris–HCl, 150mM NaCl) containing 0.1% Tween (TBS‐T) supplemented with 5% nonfat dry milk. Membranes were then placed in a 50 mL Falcon tube and incubated overnight at 4°C with gentle rotation with the respective primary antibody solutions. Antibody–antigen complexes were detected by using the ECL system and visualized with the ChemiDoc MP Imaging System (BioRad). The following primary antibodies were used: UCP1, PA1‐24894 (ThermoFisher Scientific; diluted 1:1000); HSP90, 4877 (Cell Signaling, Danvers, MA, USA; diluted 1:1000). Protein levels were quantified using the Image Lab software (BioRad, version 5.2.1) and normalized to HSP90.

### 2.9 Circulating FGF21 and Insulin Levels

Plasma FGF21 and insulin levels were measured using the kits Mouse and Rat FGF21 ELISA (BioVendor (Brno, Czech Republic); intra‐assay coefficients of variation [CV] 8.4%, inter‐assay CV 8.7%) and the Insulin Mouse Ultra Sensitive ELISA (Chrystal Chem (Itasca, IL, USA); intra and inter‐assay CV < 10%), respectively.

### 2.10 Indirect Calorimetry

Mice were placed individually in airtight cages designed for metabolic phenotyping in an open‐circuit indirect calorimetric system (PhenoMaster, TSE Systems, Bad Homburg, Germany) for 4 days. A total of 72 data points (3 per hour) for food intake, O_2_ consumption, and CO_2_ production were recorded over every 24‐h period. Energy expenditure was calculated using the manufacturer's software. The average of Days 2 to 4 was used for data calculation, as body weight remained ±stable during these days.

### 2.11 Insulin and Glucose Tolerance Test

For intraperitoneal glucose tolerance test, mice were fasted overnight (from 5 pm to 8 am) and for intraperitoneal insulin tolerance tests for 3 h (from 9 a.m. to 12 p.m.). Glucose (2 g/kg body weight) or human recombinant insulin (1.0 U/kg body weight) was injected intraperitoneally (0.30 mm [30G] × 8 mm; BD Micro‐Fine, Becton Dickinson, Franklin Lakes, NJ, France). Blood glucose concentration was measured with a glucometer (Accu‐Check Aviva, Roche Diagnostik, Rotkreuz, Switzerland) collected from tail vein incisions at 0, 15, 30, 45, 60, 90, and 120 min.

### 2.12 Data Analysis

All results are expressed as mean ± standard error of the mean (SEM). Statistical analysis was performed using two‐tailed, unpaired Student's *t*‐test, ANCOVA (energy expenditure with body weight as a covariate), or two‐way ANOVA with Bonferroni or Tukey's multiple comparisons test (GraphPad Prism Software, San Diego, CA, USA; version 8.0.0), assuming normal distribution. If the data were not normally distributed (as assessed by Shapiro–Wilk test), Mann–Whitney test was performed. Outliers defined by the ROUT test were excluded from statistical analysis, a criteria that was established a priori. In human studies, linear relationships were assessed by Spearman correlation. A *p* value < 0.05 was considered to be statistically significant. GraphPad Prism was used for statistical analysis and to produce graphs; BioRender (https://www.biorender.com/) was used to create figures.

## 3 Results

### 3.1 ASK1 ^+hep^ Mice Are Resistant to HFD‐Induced Obesity

We have previously shown that liver‐specific ASK1 overexpressing (ASK1^+hep^) mice are partly protected from HFD‐induced hepatic steatosis [20]. As intended, ASK1^+hep^ mice revealed elevated ASK1 protein levels in the liver but not in other metabolic tissues when compared to control littermates (ASK1^f/f^). Moreover, hepatic phospho c‐Jun N‐terminal kinase (pJNK) protein concentrations were significantly increased in ASK1^+hep^ mice, indicating functional upregulation of the ASK1 pathway [20]. To elucidate the role of liver‐specific ASK1 overexpression beyond its protective role in the development of MASLD, we studied the effect of long‐term HFD feeding on glucose and energy metabolism in ASK1^+hep^ mice. To this end, male ASK1^+hep^ and ASK1^f/f^ mice were fed a regular chow or HFD for 20 weeks. While body weight gain in chow‐fed mice was similar between the genotypes (Figure S1A), HFD‐fed ASK1^+hep^ mice gained significantly less weight compared to control littermates, leading to ~10 g lower body weight after 20 weeks (Figure 1A). Importantly, HFD‐fed ASK1^+hep^ mice displayed similar body weight compared to chow‐fed animals after 20 weeks (Figure 1B), indicating that they were protected from HFD‐induced obesity. Moreover, weight of BAT and different WAT depots was significantly reduced (Figure 1C; see Figure S1B for data normalized to body weight), suggesting that ASK1^+hep^ mice are resistant to HFD‐induced adiposity. Similarly, liver weight was lower in HFD‐fed ASK1 overexpressing mice (2.0 ± 0.2 g in ASK1^f/f^ vs. 1.5 ± 0.1 g in ASK1^+hep^ mice, *p* = 0.002), which may be contributing to reduced body weight in these mice. In parallel, HFD‐fed ASK1^+hep^ mice revealed significantly improved glucose tolerance (Figure 1D,E) as well as ameliorated insulin sensitivity (Figure 1F,G) compared to ASK1^f/f^ mice. Consistently, HFD‐fed ASK1^+hep^ mice showed lower fasting blood insulin and glucose concentrations compared to littermate controls (Figure S1C,D). In contrast, glucose tolerance and insulin sensitivity at the age of 26 weeks were similar between chow‐fed ASK1^f/f^ and ASK1^+hep^ mice (Figure S1E,F). To summarize, liver‐specific ASK1 overexpression protects mice from HFD‐induced body weight gain and associated deterioration in glucose tolerance and insulin sensitivity.

**FIGURE 1:**
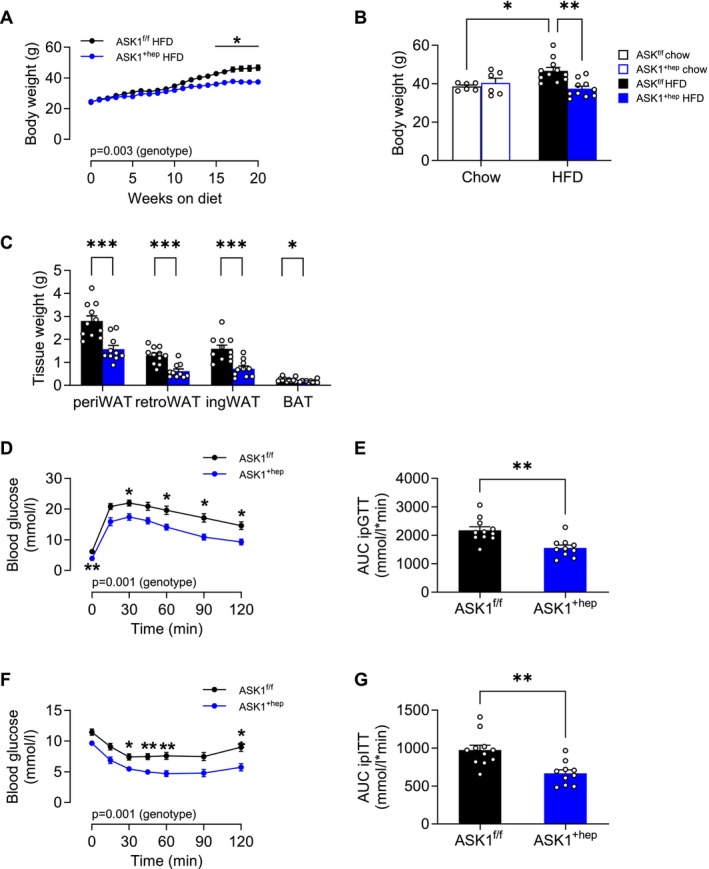
ASK1^+hep^ mice are resistant to HFD‐induced obesity. (A, B) Body weight development during (*p < 0.05) and at the end of 20 weeks of HFD in chow‐ and HFD‐fed (*p = 0.0168, **p = 0.0012) ASK1^f/f^ and ASK1^+hep^ mice (*n* = 10–11 mice for HFD and *n* = 6 for chow). (C) WAT depot weight (perigonadal [peri, ***p = 0.0004], retroperitoneal [retro, ***p = 0.0004], inguinal [ing, ***p = 0.0005]) and BAT (***p = 0.0472) of 20 weeks HFD‐fed ASK1^+hep^ (blue bar) and ASK1^f/f^ (black bar) (*n* = 10–11 mice). (D) Intraperitoneal glucose tolerance test (ipGTT) (*p < 0.05, **p < 0.01) including (E) area under curve (AUC) (**p = 0.0014) and (F) insulin tolerance test (ipITT) (*p < 0.05, **p < 0.01) including (G) AUC (**p = 0.0014) in ASK1^+hep^ and ASK1^f/f^ mice fed a HFD for 20 weeks (*n* = 10–11 mice). Data are shown as mean ± SEM. Statistical tests used: two‐way ANOVA for panels A, B, D, and F, Mann–Whitney test for panel C (retro), Student's *t* test for panels C (peri, ing, BAT), E, and G. [Color figure can be viewed at wileyonlinelibrary.com]

### 3.2 Increased Energy Expenditure in HFD‐Fed ASK1 ^+hep^ Mice

Next, we sought to understand why ASK1^+hep^ mice are protected from HFD‐induced body weight gain. To this end, we analyzed whole body physiology and molecular composition of metabolic tissue in mice after 7 weeks of HFD (Figure 2A), a time point when body weight started to deviate between the two genotypes (Figure 1A). From a thermodynamic point of view, reduced body weight may originate from decreased food intake or increased energy expenditure. Thus, these parameters were assessed in metabolic cage units. Linear regression analysis (ANCOVA) revealed a significant body weight‐independent increase in energy expenditure in HFD‐fed ASK1^+hep^ mice (Figure 2B; see Figure S2A for bar and diurnal graphs), while food intake was not different between the genotypes (Figure 2C), indicating that reduced body weight gain in HFD‐fed ASK1^+hep^ mice originates from increased energy expenditure. Of note, locomotor activity was not increased in HFD‐fed ASK1^+hep^ compared to ASK1^f/f^ mice (Figure S2B), suggesting that increased thermogenesis rather than elevated locomotion increased energy expenditure in overexpressing mice. In support, levels of UCP1 were increased in BAT and WAT of ASK1^+hep^ mice after 7 weeks of HFD (Figure 2D–F), paralleled by decreased BAT whitening in ASK1^+hep^ mice (Figure S2C).

**FIGURE 2:**
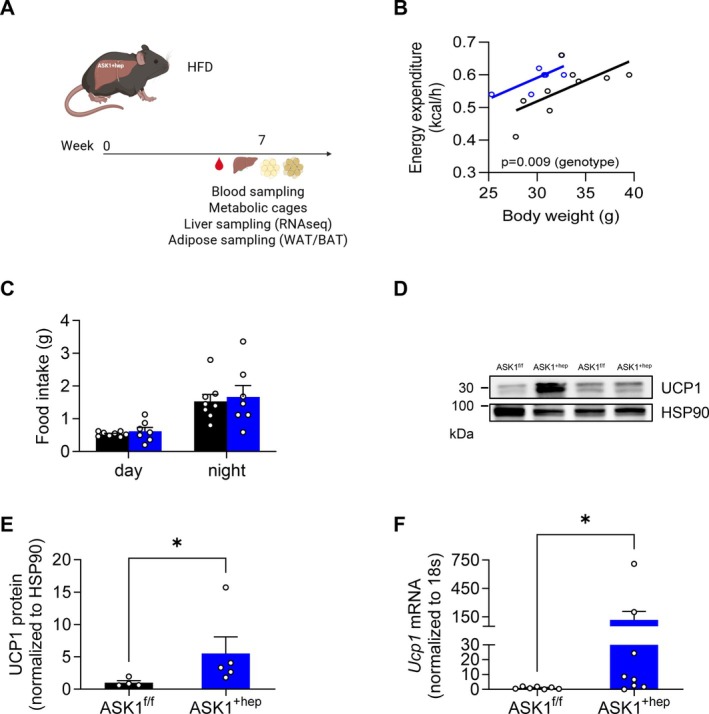
Increased energy expenditure in HFD‐fed ASK1^+hep^ mice. (A) Scheme of experimental procedures performed in mice fed a HFD for 7 weeks. (B) Linear regression analysis of energy expenditure in HFD‐fed ASK1^+hep^ and ASK1^f/f^ mice as a function of body mass (*n* = 8–9 mice). (C) Food intake in ASK1^+hep^ (blue bars) and ASK1^f/f^ (black bar) mice on HFD for 7 weeks during light phase and dark phase (*n* = 7–8 mice). (D) Representative Western blot of UCP1 and HSP90 in BAT of ASK1^f/f^ and ASK1^+hep^ mice. (E) Protein quantification of UCP1 (normalized to HSP90) in BAT of ASK1^+hep^ (blue bars) and ASK1^f/f^ (black bars) mice (*n* = 4–5 mice). *p = 0.0317. (F) mRNA expression of *Ucp1* in inguinal WAT of ASK1^+hep^ (blue bars) and ASK1^f/f^ (black bars) mice (*n* = 7–8). *p = 0.0289. Data are shown as mean ± SEM. Statistical tests used: ANCOVA for panel B, Mann–Whitney test for panel E and F. [Color figure can be viewed at wileyonlinelibrary.com]

### 3.3 Elevated FGF21 Plasma Concentrations in HFD‐Fed ASK1 ^+hep^ Mice

Next, we performed bulk RNA sequencing of liver samples to identify potential hepatokines that mediate increased energy expenditure in HFD ASK1^+hep^ mice (Figure 2A). 

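Bulk RNA sequencing was available for livers of 10 mice, 5 ASK1f/f control littermates and 5 ASK1+hep mice, which carry murine ASK1 cDNA that Alb-Cre switches on in hepatocytes. The mice had received HFD for 7 weeks from the age of 6 weeks and were fasted for 5 h. The authors' sequencing provider purified poly-A RNA, removed adapters and low-quality reads, mapped the rest with Hisat2, quantified reads per gene with FeatureCounts, and gave gene expression as FPKM, that is, reads scaled by gene length and library size. The deposited table holds these FPKM values for 54532 genes and no read counts. In each library 100% of the values, multiplied by the gene length, were whole multiples of a single step, so the reads behind each value could be recovered. Libraries labelled ASK1f/f held 14411830 to 16056102 reads on genes (median 14618268, n = 5), and libraries labelled ASK1+hep held 13367742 to 16163378 (median 15101619, n = 5). The library sizes implied by the FPKM differed from these totals by factors of 0.890 to 1.06, and the largest difference between them and median-ratio size factors of the recovered reads was 1.5e-09%. Genotypes were compared with limma on log2(FPKM + 1) with a mean-variance trend and Benjamini-Hochberg adjustment over the 13306 genes with at least 10 reads, scaled to the median library, in at least 5 livers and at least 15 reads in total. Log2 fold changes are on this scale, which understates the change of genes with low FPKM. The gene of ASK1 is Map3k5 (ENSMUSG00000071369), on the plus strand of chromosome 10 from 19934472 to 20142753 of GRCm38, with 30 exons in its longest coding transcript. Reads from the ASK1 cDNA and from the endogenous gene are not separated in these values. Map3k5 was at 6.74, 6.88, 5.77, 4.71 and 19.8 FPKM in the libraries labelled ASK1f/f replicates 1 to 5, and at 16.4, 11.1, 7.68, 12.4 and 15.2 FPKM in those labelled ASK1+hep replicates 1 to 5. The library labelled ASK1f/f replicate 5 thus had the highest Map3k5 value of the 10, against its label. The means were 8.77 ± 6.21 FPKM (SD, n = 5) and 12.5 ± 3.44 FPKM (SD, n = 5), and the log2 fold change was 0.60 (standard error 0.32, adjusted p = 0.81 from limma). An exact two-sided permutation test of the mean log2 values gave p = 0.159 (n = 5 per group), and an exact sign-flip permutation test of the 5 same-numbered pairs gave p = 0.188. With the replicate number as a block, the adjusted p was 0.727. Genotypes follow the labels throughout.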

At necropsy after 7 weeks of HFD, WAT and body weight were not significantly different between the two genotypes (Figure S3A,B), confirming results from previous cohorts (Figure 1A). 

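Fgf21 (ENSMUSG00000030827) lies on the minus strand of chromosome 7 from 45613886 to 45615490 of GRCm38, has 3 exons, and overlaps no other annotated gene. The coding sequence runs from 45614023 to 45615306 and the gene length used for FPKM was 951 bases. Between 35 and 395 reads per liver fell on it. Livers labelled ASK1f/f replicates 1 to 5 had Fgf21 at 4.28, 4.74, 2.46, 2.97 and 3.21 FPKM, and livers labelled ASK1+hep replicates 1 to 5 had it at 12.3, 25.0, 30.1, 23.4 and 7.40 FPKM. Mean expression was 3.53 ± 0.948 FPKM (SD, n = 5) in ASK1f/f and 19.7 ± 9.45 FPKM (SD, n = 5) in ASK1+hep mice, which is 5.57-fold higher. Every ASK1+hep liver was above every ASK1f/f liver (exact two-sided permutation test, p = 0.00794, n = 5 per group, the smallest p that 5 livers against 5 allow). Within same-numbered pairs, Fgf21 was higher in 5 of 5 (exact two-sided sign-flip permutation test, p = 0.0625, the smallest p that 5 pairs allow). The log2 fold change was 2.06 (standard error 0.32), and Fgf21 had rank 1 by limma's p-value among all genes compared. After Benjamini-Hochberg adjustment over all genes, limma gave an adjusted p = 0.355, above the paper's threshold of 0.05. With the replicate number as a block, the adjusted p was 0.437. Same-numbered livers, which are different animals, deviated from their group means with a mean correlation of 0.107 across genes, against -0.0275 for differently numbered livers. Without the library labelled ASK1f/f replicate 5, whose Map3k5 value went against its label, the log2 fold change was 2.04 (adjusted p = 0.180 from limma). The setting that moved the fold change most was limma-voom with quality weights, with a log2 fold change of 2.38 (adjusted p = 0.0445). Of the 40 hepatokine genes that were listed before the data were examined and passed the filter, 2 had an adjusted p at or below 0.05 when adjusted over that list alone and 0 when adjusted over all genes. Under the block the count over the list was 1. Fgf21 had the lowest list-adjusted p of 0.00153. The other was Igfbp2 (log2 fold change 0.80, standard error 0.20, list-adjusted p = 0.0343 from limma), named after its values were seen. Of the 40 genes, 20 were higher in ASK1+hep livers.

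**Figure D1:**
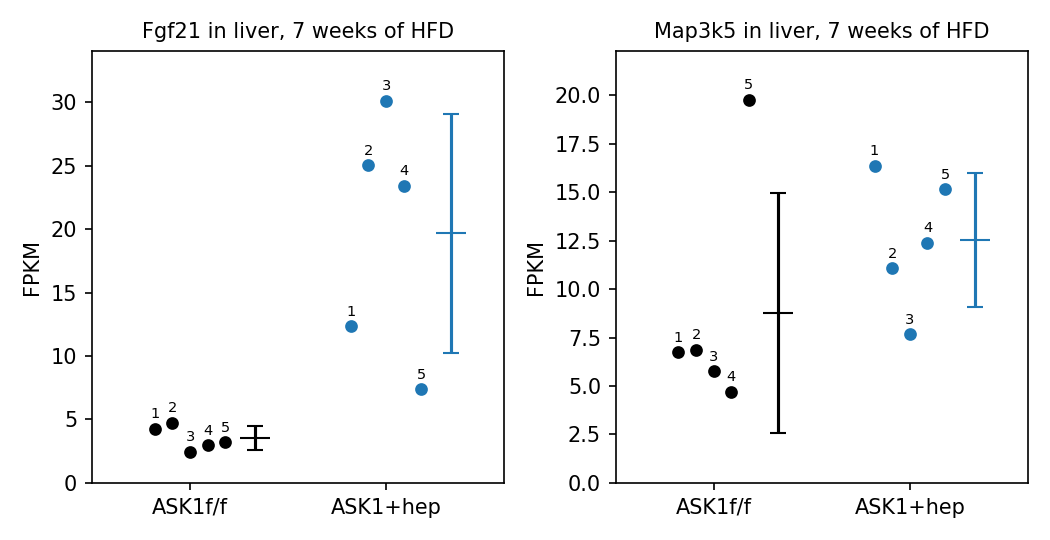
FPKM of Fgf21 (left) and Map3k5 (right) in each liver after 7 weeks of HFD, by labelled genotype. Points are livers with their replicate number, and the horizontal bars with whiskers are the mean ± SD (n = 5 per group). All ASK1+hep livers lie above 4.74 FPKM for Fgf21, and the liver labelled ASK1f/f replicate 5 has the highest Map3k5 value of 19.8 FPKM.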

Importantly, differential gene expression analysis revealed *Fgf21* to be highly upregulated in livers of ASK1^+hep^ mice (Figure 3A) and was accompanied by a 4.6‐fold increase in circulating FGF21 levels in 7‐week HFD‐fed ASK1^+hep^ mice (Figure 3B). Conversely, expression of β‐klotho (*Klb*) and FGF receptor 1 (*Fgfr1*) was unaltered in BAT, WAT, and liver (Figure S3C–E). Similarly, expression of *Ask1* did not differ in WAT and BAT between ASK1^f/f^ and ASK1^+hep^ mice (Figure S3D,E). In line with data after 7 weeks of HFD, plasma FGF21 concentrations remained significantly increased after 20 weeks of HFD in ASK1^+hep^ mice (Figure 3C), and they correlated negatively with body weight (Figure 3D). While circulating FGF21 levels were ~30% higher in male chow‐fed ASK1^+hep^ mice compared to littermate controls, such differences were not significant (Figure S3F). Of note, circulating FGF21 concentrations were increased and body weight gain reduced in HFD‐fed female ASK1^+hep^ mice (Figure S3G,H), indicating a sex‐independent effect of ASK1. Taken together, increased energy expenditure in HFD‐fed ASK1^+hep^ mice is associated with elevated circulating FGF21 concentrations, suggesting that the latter may contribute to reduced body weight gain in these mice.

**FIGURE 3:**
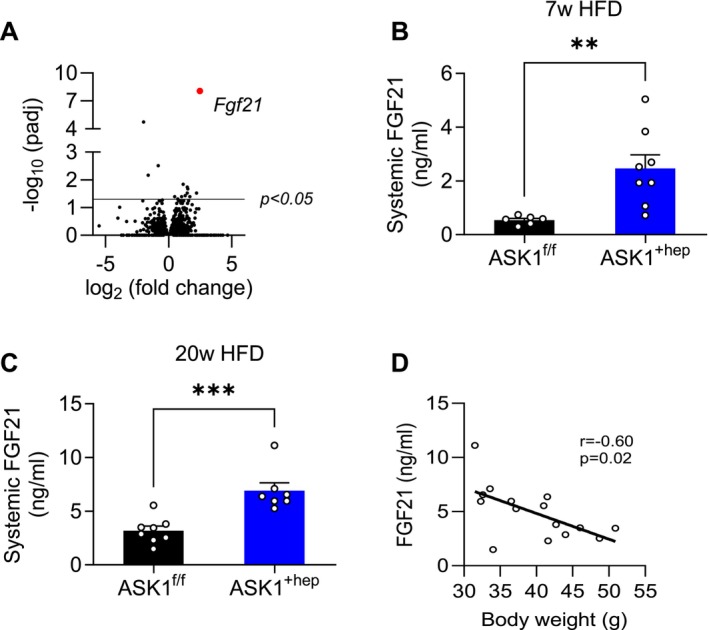
Elevated FGF21 plasma concentrations in HFD‐fed ASK1^+hep^ mice. (A) Volcano plot of hepatic RNA sequencing data of ASK1^+hep^ and ASK1^f/f^ mice after 7 weeks on HFD (*n* = 5 mice per group). (B) Circulating FGF21 levels in HFD‐fed ASK1^+hep^ (blue bars) and ASK1^f/f^ (black bars) mice after 7 weeks on HFD (*n* = 6–8 mice per group). **p = 0.0063. (C) Circulating FGF21 levels in HFD‐fed ASK1^+hep^ (blue bars) and ASK1^f/f^ (black bars) mice after 20 weeks on HFD (*n* = 7–8). ***p = 0.0006. (D) Correlation between body weight and circulating FGF21 plasma levels in 20 weeks HFD‐fed ASK1^+hep^ and ASK1^f/f^ mice (*n* = 15 mice). Data are shown as mean ± SEM. Statistical tests used: Student's *t* test for panel B, Mann–Whitney test for panel C, Pearson correlation for panel D. [Color figure can be viewed at wileyonlinelibrary.com]

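Of the 13306 genes compared, 0 had an adjusted p at or below 0.05 with limma and Benjamini-Hochberg adjustment, and the lowest adjusted p was 0.355. At an unadjusted p under 0.05 there were 768 genes, a number that ranged from 557 to 1724 across the fits that each left out a liver. Of the 768 genes, 406 were higher and 362 lower in livers labelled ASK1+hep. This balance depended on the scaling, since 52.9% of these genes were higher with the deposited FPKM and 31.4% of 862 genes with scaling by all reads, which was chosen after seeing the data. With the replicate number as a block, 0 genes passed the adjusted threshold and 880 had an unadjusted p under 0.05. The 3 genes next to Fgf21 in rank, named after their values were seen, were all lower in ASK1+hep mice. Gm4956, annotated as a transcribed unprocessed pseudogene whose reads the counting could share with a related gene, had a mean of 8.93 FPKM in ASK1f/f and 2.25 FPKM in ASK1+hep livers (log2 fold change -1.58, standard error 0.26, adjusted p = 0.355 from limma). Tle3 had 2.16 and 1.22 FPKM (log2 fold change -0.51, standard error 0.10, adjusted p = 0.712 from limma), and Slc39a4 had 6.17 and 2.02 FPKM (log2 fold change -1.24, standard error 0.26, adjusted p = 0.712 from limma). Under the block, each of these 3 genes had an adjusted p of 0.609. Values of the groups did not overlap for 115 genes, or 0.864% of those compared, where chance gives 0.794%. The paper states from Fig. 3A that Fgf21 was highly upregulated. From the association of increased energy expenditure with elevated circulating FGF21, it proposes that circulating FGF21 may contribute to the lower weight gain. The paper later tests this by silencing Fgf21 in liver with an AAV, which removed the lower weight gain of ASK1+hep mice.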

### 3.4 Increased *FGF21* Expression in HFD‐Fed ASK1 ^+hep^ Mice Is Mediated by ATF4

ASK1 is a serine/threonine protein kinase and a member of the MAPK kinase kinase (MAP3Ks) family. Upon activation, ASK1 undergoes homodimerization and autophosphorylation and subsequently induces phosphorylation and activation of downstream kinases such as c‐Jun N‐terminal kinase (JNK) and p38 MAPK [28, 29, 30]. To investigate whether these kinases contribute to increased hepatic *Fgf21* expression in ASK1^+hep^ mice fed a HFD for 7 weeks, experiments in primary hepatocytes treated with JNK or p38 inhibitors were performed (Figure 4A). p38 inhibitor treatment reduced *Fgf21* transcript levels to a significantly higher extent in ASK1^+hep^ as compared to ASK1^f/f^ derived primary hepatocytes (Figure 4B and Figure S4A). In contrast, inhibiting JNK in ASK1^+hep^ hepatocytes did not reduce *Fgf21* expression levels (Figure S4B). Of note, JNK inhibition increased *Fgf21* expression in ASK1^f/f^ hepatocytes, indicating that JNK is a negative regulator of *Fgf21* transcription. In line, hepatic JNK signaling was found to suppress *Fgf21* expression [31]. This data indicate that p38 rather than JNK mediates the effect of ASK1 overexpression on *Fgf21* transcription in hepatocytes. To identify potential transcription factors that mediate the effect of the ASK1‐p38 axis on the expression of *Fg21*, we performed a transcription factor enrichment analysis using liver RNA sequencing data (Figure 3A), using ChIP‐X Enrichment Analysis 3 (ChEA3). ChEA3 is a computational tool that ranks transcription factors associated with user‐submitted gene sets based on evidence from multiple experimental and computational datasets [27]. 

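The gene list submitted to ChEA3 is not named in the paper's text, and the ChEA3 libraries were not used here. In its place, a set of ATF4 target genes written before the data were examined was compared between genotypes, together with 6 other sets. Of its members, 39 were among the genes compared and 28 of these were higher in livers labelled ASK1+hep, with a median log2 fold change of 0.10. By limma's camera test with an inter-gene correlation of 0.01, the set was higher than other genes (two-sided, adjusted p = 0.000179 over 7 sets), and the replicate number as a block gave an adjusted p = 0.000335. The correlation between its members estimated from the livers was 0.123, and camera set to estimate the correlation gave an adjusted p of 0.215. The PPARA target set, which shares Fgf21 with it, was also higher in ASK1+hep livers by camera (median log2 fold change 0.13, adjusted p = 5.3e-05), with an adjusted p = 3.3e-05 under the block and 0.215 with the estimated correlation. Of the 7 sets, acute phase genes had the lowest adjusted p by camera (9.99e-06). They were lower in ASK1+hep livers (median log2 fold change -0.53). AP-1 early genes were higher (median log2 fold change 0.23, adjusted p = 0.0257). With the estimated correlation, camera's adjusted p was 0.362 for acute phase genes and 0.372 for AP-1 early genes. NR1I3 targets, ChREBP targets and clock genes did not pass. Apart from Fgf21, the ATF4 target with the lowest p was Asns (log2 fold change 1.56, standard error 0.42, adjusted p = 0.726 from limma), named after its values were seen. Atf4 itself (ENSMUSG00000042406), on the plus strand of chromosome 15 from 80255184 to 80257541 of GRCm38, was expressed at 32.5 ± 5.13 FPKM (SD, n = 5) in ASK1f/f and 45.8 ± 17.0 FPKM (SD, n = 5) in ASK1+hep livers. Its log2 fold change was 0.41 (standard error 0.23, adjusted p = 0.812 from limma, and 0.727 under the block). An exact two-sided permutation test gave p = 0.175 (n = 5 per group). An exact sign-flip permutation test of the same-numbered pairs gave p = 0.188. The log2 fold change of Atf4 ranged from 0.26 to 0.57 across the fits that each left out a liver. It was lowest without ASK1+hep replicate 3. Atf4 values of the ASK1+hep livers ranged from 27.9 to 66.9 FPKM and overlapped the 26.2 to 40.3 FPKM of the ASK1f/f livers.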

As shown in Figure 4C, transcription factor 4 (ATF4) emerged as one of the top hits, indicating that its transcriptional activity may be elevated in livers of HFD‐fed ASK1^+hep^ mice. Importantly, ATF4 can be activated by p38 [32]. Moreover, recent evidence indicates that the stress‐induced increase in *Fgf21* expression is mediated by ATF4 [33, 34]. To test the hypothesis that ATF4 is mediating ASK1‐p38‐induced *Fgf21* expression, ATF4 was depleted in primary hepatocytes isolated from HFD‐fed ASK1^f/f^ and ASK1^+hep^ mice. To this end, hepatocytes were treated with scrambled siRNA or siRNA targeting ATF4. As expected, siRNA‐mediated knockdown of ATF4 significantly downregulated *Atf4* expression in both genotypes (Figure S4C). Moreover, increased *Ask1* expression in ASK1^+hep^ mice (Figure S4D) was paralleled by significantly increased *Fgf21* transcription in hepatocytes treated with scrambled siRNA (Figure 4D). Importantly, reduced *Atf4* expression significantly downregulated *Fgf21* in hepatocytes derived from ASK1^+hep^ but not from ASK1^f/f^ mice (Figure 4D), indicating that ATF4 plays a crucial role in the upregulation of *Fgf21* expression in ASK1 overexpressing hepatocytes.

**FIGURE 4:**
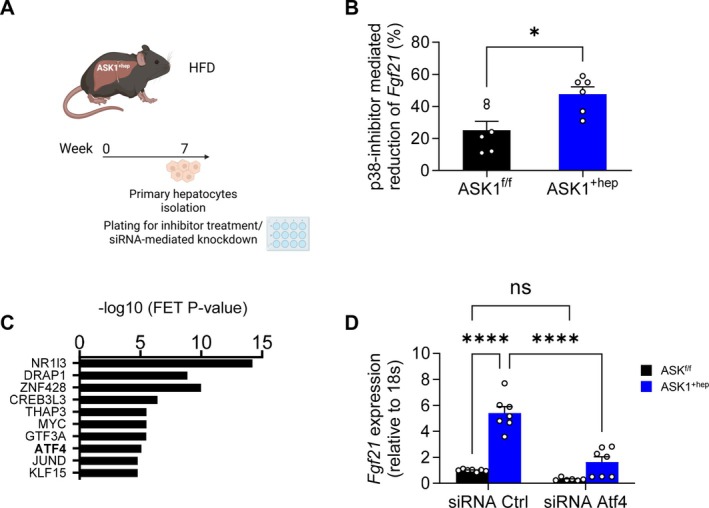
Increased *FGF21* expression in HFD‐fed ASK1^+hep^ mice is mediated by ATF4. (A) Scheme of experimental design after isolation of primary hepatocytes from HFD‐fed ASK1^fl/fl^ and ASK1^+hep^ mice. (B) Percent reduction of *Fgf21* gene expression after p38 inhibitor treatment of primary hepatocytes isolated from 7 weeks HFD‐fed ASK1^+hep^ (blue bar) and ASK1^f/f^ (black bar) mice (*n* = 6 cell culture wells from two independent experiments with one mouse per genotype and three technical replicates per condition). *p = 0.0109. (C) Top 10 enriched transcription factors in 7 weeks HFD‐fed ASK1^+hep^ vs. ASK1^f/f^ livers. Data are presented as −log10 of the Fisher's exact test (FET) *p* value. (D) *Fgf21* gene expression after siRNA‐mediated knockdown of ATF4 in primary hepatocytes isolated from 7 weeks HFD‐fed ASK1^+hep^ and ASK1^f/f^ mice (*n* = 6–7 cell culture wells from three independent experiments with one mouse per genotype and two to three technical replicates per condition). ****p < 0.0001. Data are shown as mean ± SEM. Statistical tests used: Student's *t* test for panel B, two‐way ANOVA for panel D. [Color figure can be viewed at wileyonlinelibrary.com]

### 3.5 Lowering Circulating FGF21 Abolishes Reduced Body Weight Gain in ASK1 ^+hep^ Mice

To evaluate whether increased circulating FGF21 concentrations critically contribute to reduced body and WAT weight in HFD‐fed ASK1^+hep^ mice, we aimed to reduce hepatic FGF21 synthesis using an adeno‐associated virus (AAV) expressing *Fgf21*‐silencing short‐hairpin RNA sequences (AAV shFgf21). As a control, an AAV expressing non‐silencing short‐hairpin RNA sequences (AAV shCo) was used (Figure 5A). While a > 4‐fold increase in circulating FGF21 concentrations was confirmed in ASK1^+hep^ mice receiving AAV shCo after 7 and 20 weeks of HFD, AAV shFgf21 injection significantly reduced circulating FGF21 in ASK1^+hep^ mice (Figure 5B and Figure S5A). ASK1^+hep^ mice treated with AAV shCo gained significantly less weight compared to controls (Figure 5C) and revealed reduced WAT mass in different depots after 20 weeks of HFD (Figure S5B), confirming that liver‐specific ASK1 overexpression reduces HFD‐induced body weight and adiposity (Figure 1A,C). Importantly, ASK1^+hep^ mice treated with AAV shFgf21 were no longer protected from HFD‐induced weight gain (Figure 5D) and depicted similar WAT depot weight as ASK1^f/f^ mice after 20 weeks of HFD (Figure S5C). Analysis of body weight gain revealed that ASK1^+hep^ mice treated with AAV shCo gained less weight compared to ASK1^f/f^ mice, whereas AAV‐mediated blockade of FGF21 synthesis offset such differences (Figure 5E). These data suggest that elevated FGF21 levels in HFD‐fed ASK1^+hep^ mice are responsible for reduced body weight gain and adiposity.

**FIGURE 5:**
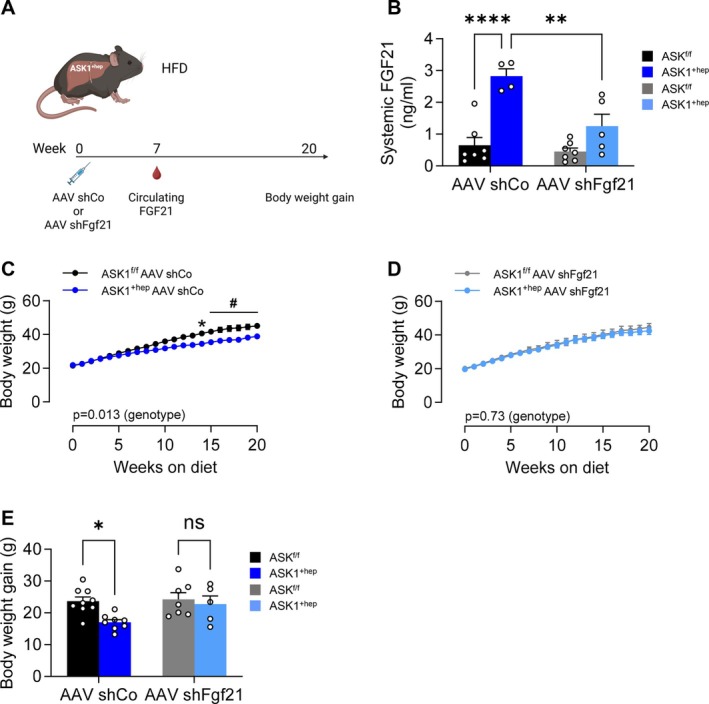
Lowering circulating FGF21 abolishes reduced body weight gain in ASK1^+hep^ mice. (A) Scheme of experimental procedures performed in mice injected with AAV to reduce FGF21 synthesis. (B) Circulating FGF21 levels in ASK1^+hep^ (blue bars, *n* = 4–5 mice) and ASK1^f/f^ (gray/black bars; *n* = 7 mice) injected with AAV shCo or AAV shFgf21 and fed a HFD for 7 weeks. **p = 0.0037, ****p < 0.0001. (C, D) Body weight of HFD‐fed ASK1^+hep^ (*n* = 5–8 mice) and ASK1^f/f^ (*n* = 7–9 mice) injected with AAV shCo or AAV shFgf21 during the 20‐week HFD period. ^#^ *p* = 0.0518–0.0875, *p = 0.0463. (E) Body weight gain in HFD‐fed ASK1^+hep^ (*n* = 5–8 mice) and ASK1^f/f^ (*n* = 7–9 mice) injected with AAV shCo or AAV shFgf21 after 20 weeks of HFD feeding. *p = 0.0234. Data are shown as mean ± SEM. Statistical tests used: Two‐way ANOVA. [Color figure can be viewed at wileyonlinelibrary.com]

### 3.6 Liver *ASK1* Expression Correlates Positively With *FGF21* but Negatively With Adiposity in Humans

To investigate whether ASK1 induces *FGF21* expression in humans, we analyzed hepatic *ASK1* and *FGF21* mRNA expression in lean study participants and people living with obesity with or without type 2 diabetes. Basic clinical characteristics of these participants are provided in Table S1. As shown in Figure 6A, we found a significant positive correlation between liver *ASK1* and *FGF21* expression. Sex‐specific analysis revealed that this positive correlation is found in both women and men (Figure S6A,B). In addition, *ASK1* expression correlated negatively with BMI (Figure 6B), confirming previous findings in a smaller cohort [20]. In support of a protective role of liver‐expressed ASK1 in the development of human adiposity, *ASK1* expression correlated negatively with visceral fat area determined by abdominal CT or MRI scans (Figure 6C), a finding that remained significant in subpopulation analysis of both sexes (Figure S6C,D). Moreover, liver *FGF21* expression correlated negatively with visceral fat area (Figure 6D), suggesting a potential link between ASK1‐induced *FGF21* expression and reduced (visceral) adiposity in humans.

**FIGURE 6:**
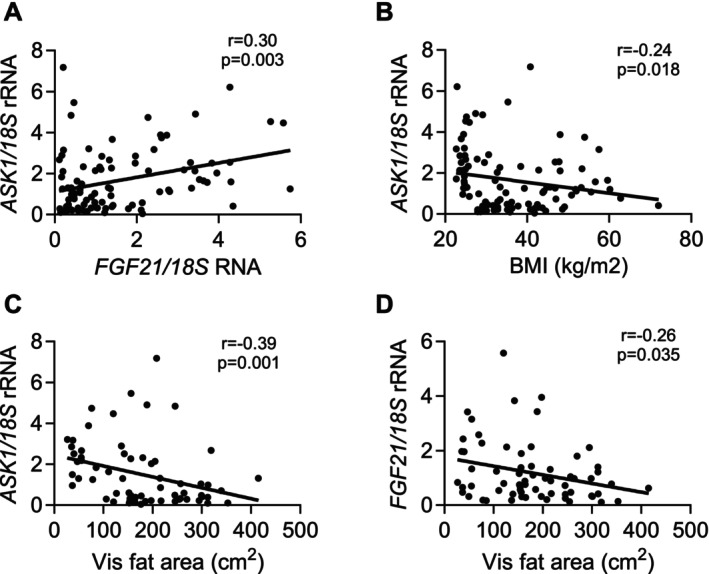
Liver *ASK1* expression correlates positively with *FGF21* but negatively with adiposity in humans. (A, B) Scatterplots of liver *ASK1* mRNA expression and liver *FGF21* mRNA expression (*n* = 96) or BMI (*n* = 97) in lean participants (*n* = 23) and people living with overweight/obesity (*n* = 74) with or without type 2 diabetes. (C, D) Scatterplot of liver *ASK1* (*n* = 66) or liver *FGF21* (*n* = 65) mRNA expression and visceral fat area (cm^2^) in lean participant (*n* = 15) and people living with overweight/obesity (*n* = 51) with or without type 2 diabetes. Statistical tests used: Spearman correlation.

## 4 Discussion

The present study unravels a yet undescribed role of hepatic ASK1 in the synthesis of FGF21 and, hence, in the regulation of adiposity and metabolic health. In particular, we report that liver‐specific ASK1 overexpression prevented HFD‐induced obesity and associated deterioration of glucose metabolism in mice. This lean and healthy metabolic phenotype is at least partly mediated by FGF21, given that HFD‐fed ASK1^+hep^ mice displayed significantly elevated systemic FGF21 levels and that lowering FGF21 abolished the positive effect on adiposity. In contrast to FGF21, its receptor expression (*Klb*, *Fgfr1*) was not altered in liver, WAT, and BAT of ASK1^+hep^ mice. The fact that systemic FGF21 levels increased significantly in ASK1^+hep^ mice after 7 weeks of HFD feeding (at a time point when WAT mass and body weight were still similar to control mice) suggests that ASK1 overexpression increases FGF21 production independently of changes in body weight or adiposity. The positive effect of ASK1 overexpression on FGF21 synthesis and body weight gain was found in both female and male mice, suggesting a sex‐independent effect. In contrast to HFD‐fed mice, we found no significant effect of ASK1 overexpression on circulating FGF21 concentrations and body weight gain in chow‐fed mice.

Of note, the resistance to diet‐induced obesity in HFD‐fed ASK1^+hep^ mice was paralleled by elevated adipose levels of UCP1 and increased energy expenditure, indicative of an FGF21‐mediated increase in thermogenesis‐driven energy expenditure [5, 14, 15]. Yet we cannot exclude FGF21‐mediated, UCP1‐independent effects affecting energy and glucose metabolism in ASK1^+hep^ mice as has been previously suggested [35, 36, 37]. Moreover, other energy‐consuming processes, such as futile substrate cycling in WAT might additionally contribute to the observed increase in energy expenditure in HFD‐fed ASK1^+hep^ mice. As *Ask1* expression was similar in BAT and WAT of HFD‐fed ASK1^f/f^ and ASK1^+hep^ mice, increased thermogenesis in the latter may not be mediated by changes in ASK1 levels in adipose tissue [38, 39]. In support of an important role of the ASK1‐FGF21 axis in the development of human adiposity, hepatic *ASK1* expression correlated positively with *FGF21* but negatively with visceral WAT area. Similar to the finding in rodents, such correlations were found in both female and male individuals.

ATF4 is an adaptive response regulator of metabolic homeostasis and plays a key role in the adaptation to cellular stress [40]. In particular, ATF4 is a regulator of *Fgf21* gene transcription in response to nutritional stimuli such as HFD [41]. Herein, we provide evidence that ATF4 is critically involved in ASK1 overexpression‐mediated *Fgf21* gene expression. Indeed, in silico analysis of bulk RNA sequencing data predicted ATF4 as one of the top candidates contributing to transcriptional changes observed in livers of HFD‐fed ASK1^+hep^ mice. Moreover, silencing *Atf4* in primary hepatocytes isolated from these mice significantly reduced *Fgf21* transcript levels.

Interestingly, an interaction between the MAP kinase p38, a downstream kinase of ASK1, and ATF4 has been previously described [32, 42]. Since inhibition of p38 reduced *Fgf21* expression to a higher extent in primary hepatocytes isolated from HFD‐fed ASK1^f/f^ compared to ASK1^+hep^ mice, we postulate that ASK1 overexpression activated the p38‐ATF4 axis, which in turn induces *Fgf21* gene expression. Of note, the finding that ASK1 can induce *FGF21* expression is not novel. In 2021, Ogawa et al. reported that ASK1‐p38 signaling induces FGF21 to promote mechanical cell competition and motility in canine kidney cells [43].

In contrast to our findings, Xiang et al. found that liver‐specific ASK1 overexpressing mice exhibited aggravated HFD‐induced obesity compared to controls [44]. While constitutive liver‐specific ASK1 overexpression yielded a ~2‐fold increase in both mouse models, Xiang et al. overexpressed constitutively kinase‐active ASK1, which was not the case in our mouse model [20, 44]. Rather, activity of ASK1 in ASK1^+hep^ mice may be subjected to environmental and/or metabolic cues such as light phase or food intake. Accordingly, ASK1 activity may fluctuate in a circadian manner in these animals but not in mice overexpressing kinase‐active ASK1, potentially explaining opposing findings.

FGF21 has gained scientific interest as a potential candidate in the treatment of obesity and associated metabolic complications [9, 11, 15, 45, 46]. Indeed, direct or GDF15‐mediated overexpression of hepatic *Fgf21* reduced HFD‐induced obesity and MASLD in mice [47, 48]. In line, adipocyte‐specific overexpression of FGF21 improved metabolic health in HFD‐fed mice [49]. Moreover, there are ongoing efforts to increase circulating FGF21 levels by injecting FGF21 analogues or FGF21 receptor agonist to reduce body weight and improve metabolic health in humans [40]. However, while this strategy works reasonably well in mice, it has had limited success in obese nonhuman primates and humans living with obesity, mainly due to adverse side effects and short half‐life times [50, 51]. Herein, we have generated a mouse model in which overexpression of the stress kinase ASK1 in the liver leads to endogenously elevated FGF21 concentrations. Continuous stimulation of endogenous FGF21 synthesis may be a more promising strategy than elevating circulating FGF21 via exogenous administration of a recombinant protein, possibly circumventing drawbacks of the latter. We hypothesize that this concept allows us to avoid two main limitations of exogenously elevated FGF21 concentrations: adverse side effects such as elevation of heart rate/blood pressure and gastrointestinal disorders [46, 52] as well as high injection frequency provoked by the short half‐life time of FGF21 [51].

In conclusion, our studies unravel a novel role of hepatic ASK1 in the synthesis of FGF21, which positively affects energy and glucose metabolism. Hence, increasing hepatic *ASK1* expression might be a novel strategy to improve metabolic health.

## Author Contributions

A.G. designed and performed experiments, analyzed data, and wrote the manuscript. T.D.C. designed and performed experiments and analyzed data. C.V.‐.V., M.B. and P.P.K. performed experiments. C.W. gave conceptual advice and supervised experiments. M.B. performed experiments and gave conceptual advice. S.W. designed and performed experiments, analyzed data, and wrote the manuscript. D.K. designed experiments, analyzed data, and wrote the manuscript. All authors reviewed and commented on the manuscript.

## Funding

This work was supported by the Swiss National Science Foundation (#310030_179344 and 310030_215451 to D.K.), the Uniscientia foundation (#208‐2023 to D.K.), the “Stiftung für wissenschaftliche Forschung an der Universität Zürich” (STWF‐23‐008 to D.K.), and the Children's Research Centre (to A.G.).

## Conflicts of Interest

M.B. received honoraria as a consultant and speaker from Abbott, Amgen, AstraZeneca, Bayer, Boehringer Ingelheim, Daiichi‐Sankyo, Lilly, MSD, Novo Nordisk, Novartis, and Sanofi. All other authors declare no conflicts of interest.

## Supporting information

**Table S1:** Clinical characteristics of human study participants.

**Figure S1:** Similar body weight gain and glucose metabolism in chow‐fed ASK1^f/f^ and ASK1^+hep^ mice. (A) Body weight development of chow‐fed ASK1^f/f^ and ASK1^+hep^ mice (*n* = 6 mice per group). (B). BAT and WAT depot weight normalized to body weight (perigonadal [peri, **p = 0.0011], retroperitoneal [retro, ***p = 0.0003], inguinal [ing, ***p = 0.0006]) of 20 weeks HFD‐fed ASK1^+hep^ (blue bar) and ASK1^f/f^ (black bar) (*n* = 10–11 mice). Student's *t* test. Plasma glucose (C) and insulin levels (D) after 5 h fasting in ASK1^+hep^ and ASK1^f/f^ mice on HFD for 20 weeks (*n* = 10–11 mice). ipGTT (E; *n* = 6–10 mice) and ipITT (F; *n* = 5–7 mice) in ASK1^+hep^ and ASK1^f/f^ mice fed a chow diet for 20 weeks. *p = 0.0165 (C), *p = 0.0169 (D) (Mann–Whitney test). Data are shown as mean ± SEM.
**Figure S2:** Similar locomotor activity between HFD‐fed ASK1^f/f^ and ASK1^+hep^ mice. (A) Energy expenditure of ASK1^+hep^ (blue bars/lines) and ASK1^f/f^ (black bars/lines) in mice on HFD for 7 weeks during light phase and dark phase (*n* = 8–9 mice). (B) Locomotor activity of ASK1^+hep^ (blue bar) and ASK1^f/f^ (black bar) in mice on HFD for 7 weeks during light phase and dark phase (*n* = 8–9 mice). (C) Hematoxylin‐ and eosin‐stained sections in BAT harvested from ASK1^f/f^ and ASK1^+hep^ mice fed a HFD for 7 weeks. Data are shown as mean ± SEM.
**Figure S3:** Increased FGF21 concentrations and reduced body weight gain in female HFD‐fed ASK1^+hep^ mice. Body weight (A) and WAT weight (B) of ASK1^f/f^ and ASK1^+hep^ male mice fed a HFD for 7 weeks (*n* = 8–11 mice). C. Relative Klb and Fgfr1 gene expression in livers of 7 weeks HFD‐fed ASK1^+hep^ and ASK1^f/f^ mice (*n* = 5 mice). Relative Ask1, Klb and Fgfr1 gene expression in BAT (D) and WAT (E) of 7 weeks HFD‐fed ASK1^+hep^ and ASK1^f/f^ mice (*n* = 7–9 mice). (F) FGF21 plasma concentrations in 26 weeks old chow‐fed male ASK1^+hep^ and ASK1^f/f^ mice (*n* = 5–13). (G) Circulating FGF21 levels in female HFD‐fed ASK1^+hep^ (blue bars) and ASK1^f/f^ (black bars) mice after 7 weeks on HFD (*n* = 5–8 mice per group). *p = 0.0496 (Student's *t* test). (H) Body weight gain in female HFD‐fed ASK1^+hep^ (blue symbols) and ASK1^f/f^ (black symbols) mice (*n* = 8–9 mice). Data are shown as mean ± SEM.
**Figure S4:** Increased Ask1 expression in primary hepatocytes of HFD‐fed ASK1^+hep^ mice. Relative Fgf21 gene expression after treating primary hepatocytes isolated from 7 weeks HFD‐fed ASK1^+hep^ and ASK1^f/f^ mice with the p38 inhibitor SB203580 (A) or the JNK inhibitor SP600125 (B) for 24 h (*n* = 5–6 culture wells from 2 independent experiments with one mouse per genotype and 2–3 technical replicates per condition). *Atf4* (C) and *Ask1* (D) gene expression after siRNA‐mediated knockdown of ATF4 in primary hepatocytes isolated from 7 weeks HFD‐fed ASK1^+hep^ and ASK1^f/f^ mice (*n* = 7 cell culture wells from 3 independent experiments with one mouse per genotype and 2–3 technical replicates per condition). Data are shown as mean ± SEM. *p < 0.05, **p < 0.01, **** *p* < 0.0001 (two‐way ANOVA).
**Figure S5:** Reduced circulating FGF21 concentrations in AAV shFgf21 treated mice after 20 weeks of HFD. (A) Circulating FGF21 levels in ASK1^+hep^ (blue bars, *n* = 5–8 mice) and ASK1^f/f^ (gray/black bars; *n* = 7–9) mice injected with AAV shCo or AAV shFgf21 and fed a HFD for 20 weeks. *p = 0.0104, ****p < 0.0001 (two‐way ANOVA). (B). WAT weight (perigonadal [peri, #p = 0.0517]), retroperitoneal (retro, *p = 0.0395), inguinal (ing, **p = 0.0058) and BAT (*p = 0.0281) of 20 weeks HFD‐fed ASK1^+hep^ (blue bar) and ASK1^f/f^ (black bar) (*n* = 8–9 mice) injected with AAV shCo. Student's *t* test for periWAT, retroWAT and ingWAT, Mann–Whitney for BAT. (C) WAT and BAT weights of 20 weeks HFD‐fed ASK1^+hep^ (blue bar) and ASK1^f/f^ (gray bar) (*n* = 5–7 mice) injected with AAV shFgf21. Data are shown as mean ± SEM.
**Figure S6:** Liver *ASK1* expression correlates positively with *FGF21* in women and men. Scatterplot of liver *ASK1* mRNA expression and liver *FGF21* mRNA expression in women (A) (*n* = 47) and men (B) (*n* = 49). Scatterplot of liver *ASK1* mRNA expression and visceral fat area (cm^2^) in women (C) (*n* = 29) and men (D) (*n* = 37). Statistical tests used: Spearman correlation.

## Data Availability

All data and uncropped Western blots are included in the source data files. RNA sequencing data have been deposited in Gene Expression Omnibus (GEO) under accession number GSE298858.

# Supplementary material for: ASK1‐Induced FGF21 Synthesis in the Liver Prevents Obesity in Mice
**Source:** Obesity (Silver Spring). 2026 Jul 16;34(8):1635–46. doi: 10.1002/oby.70261
**Supplement:** Supplementary file 1 — Table S1: Clinical characteristics of human study participants.

**Supplementary Table S1 Clinical characteristics of study participants**

|  | Lean (n=23) | Patients with Overweight/Obesity (n=74) |
| --- | --- | --- |
| Age (years) | 69.8 ± 13.6 | 70.1 ± 14.4 |
| Men/women (n) | 14/9 | 35/39 |
| Type 2 diabetes (n) | 3 | 39 |
| Body mass index (kg/m²) | 24.3 ± 0.2 | 40.0 ± 1.2*** |
| Body fat (%) | 22.3 ± 0.7 | 39.5 ± 1.1*** |
| Visceral fat area^#^ (cm²) | 52.3 ± 4.6 | 213.4 ± 10.1*** |
| Fasting plasma glucose (mmol/l) | 5.4 ± 0.1 | 6.1 ± 0.2** |
| Fasting plasma insulin (pmol/l) | 40 ± 16 | 210 ± 15*** |
| HbA1c (%) | 5.4 ± 0.1 | 6.1 ± 0.1*** |
| Total cholesterol (mmol/l) | 4.8 ± 0.2 | 5.4 ± 0.1** |
| Triglycerides (mmol/l) | 1.1 ± 0.1 | 2.1 ± 0.1*** |
| Free fatty acids (mmol/l) | 0.33 ± 0.06 | 0.59 ± 0.03*** |

Values are expressed as mean ± SEM. **p<0.01, ***p<0.001 (Student’s *t*-test).

^#^data from lean (n=15) and people living with obesity (n=51)

# Supplementary material for: ASK1‐Induced FGF21 Synthesis in the Liver Prevents Obesity in Mice
**Source:** Obesity (Silver Spring). 2026 Jul 16;34(8):1635–46. doi: 10.1002/oby.70261
**Supplement:** Supplementary file 2 — Figure S1: Similar body weight gain and glucose metabolism in chow‐fed ASK1f/f and ASK1+hep mice. (A) Body weight development of chow‐fed ASK1f/f and ASK1+hep mice (n = 6 mice per group). (B). BAT and WAT depot weight normalized to body weight (perigonadal [peri, **p = 0.0011], retroperitoneal [retro, ***p = 0.0003], inguinal [ing, ***p = 0.0006]) of 20 weeks HFD‐fed ASK1+hep (blue bar) and ASK1f/f (black bar) (n = 10–11 mice). Student's t test. Plasma glucose (C) and insulin levels (D) after 5 h fasting in ASK1+hep and ASK1f/f mice on HFD for 20 weeks (n = 10–11 mice). ipGTT (E; n = 6–10 mice) and ipITT (F; n = 5–7 mice) in ASK1+hep and ASK1f/f mice fed a chow diet for 20 weeks. *p = 0.0165 (C), *p = 0.0169 (D) (Mann–Whitney test). Data are shown as mean ± SEM. Figure S2: Similar locomotor activity between HFD‐fed ASK1f/f and ASK1+hep mice. (A) Energy expenditure of ASK1+hep (blue bars/lines) and ASK1f/f (black bars/lines) in mice on HFD for 7 weeks during light phase and dark phase (n = 8–9 mice). (B) Locomotor activity of ASK1+hep (blue bar) and ASK1f/f (black bar) in mice on HFD for 7 weeks during light phase and dark phase (n = 8–9 mice). (C) Hematoxylin‐ and eosin‐stained sections in BAT harvested from ASK1f/f and ASK1+hep mice fed a HFD for 7 weeks. Data are shown as mean ± SEM. Figure S3: Increased FGF21 concentrations and reduced body weight gain in female HFD‐fed ASK1+hep mice. Body weight (A) and WAT weight (B) of ASK1f/f and ASK1+hep male mice fed a HFD for 7 weeks (n = 8–11 mice). C. Relative Klb and Fgfr1 gene expression in livers of 7 weeks HFD‐fed ASK1+hep and ASK1f/f mice (n = 5 mice). Relative Ask1, Klb and Fgfr1 gene expression in BAT (D) and WAT (E) of 7 weeks HFD‐fed ASK1+hep and ASK1f/f mice (n = 7–9 mice). (F) FGF21 plasma concentrations in 26 weeks old chow‐fed male ASK1+hep and ASK1f/f mice (n = 5–13). (G) Circulating FGF21 levels in female HFD‐fed ASK1+hep (blue bars) and ASK1f/f (black bars) mice after 7 weeks on HFD (n = 5–8 mice per grou

## Slide 1
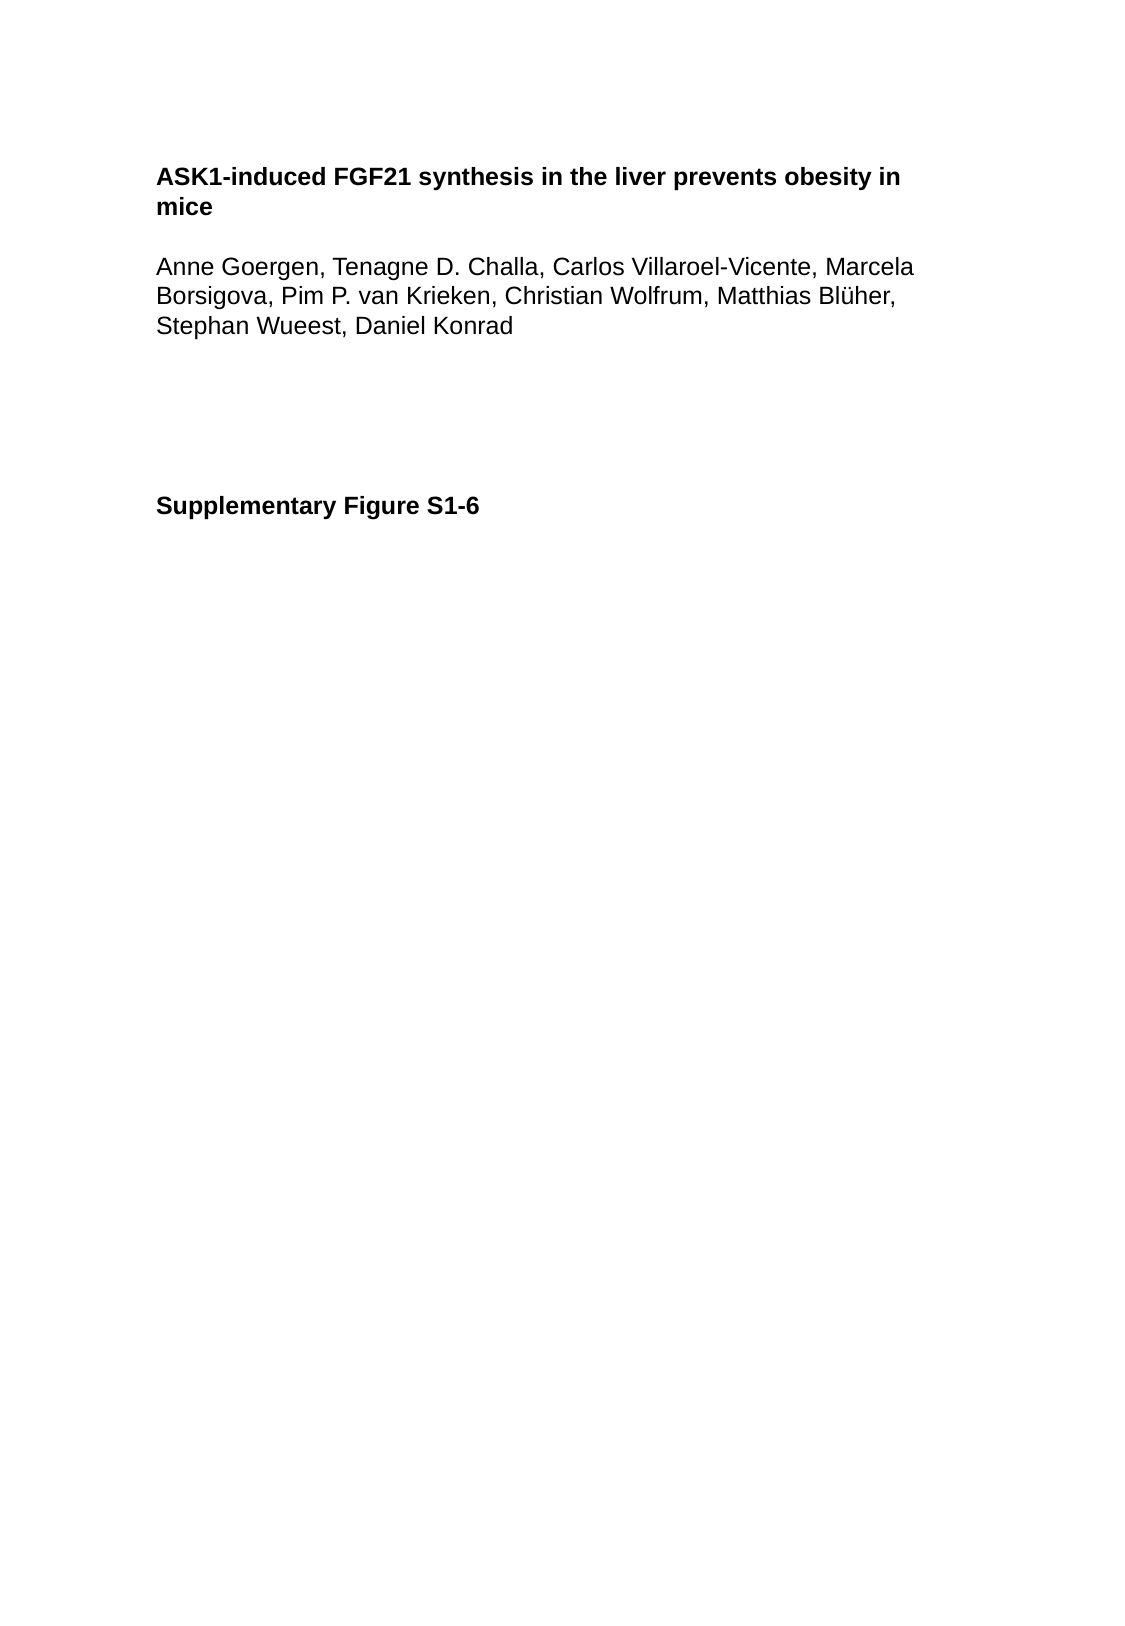

ASK1-induced FGF21 synthesis in the liver prevents obesity in mice
Anne Goergen, Tenagne D. Challa, Carlos Villaroel-Vicente, Marcela Borsigova, Pim P. van Krieken, Christian Wolfrum, Matthias Blüher, Stephan Wueest, Daniel Konrad
Supplementary Figure S1-6

## Slide 2
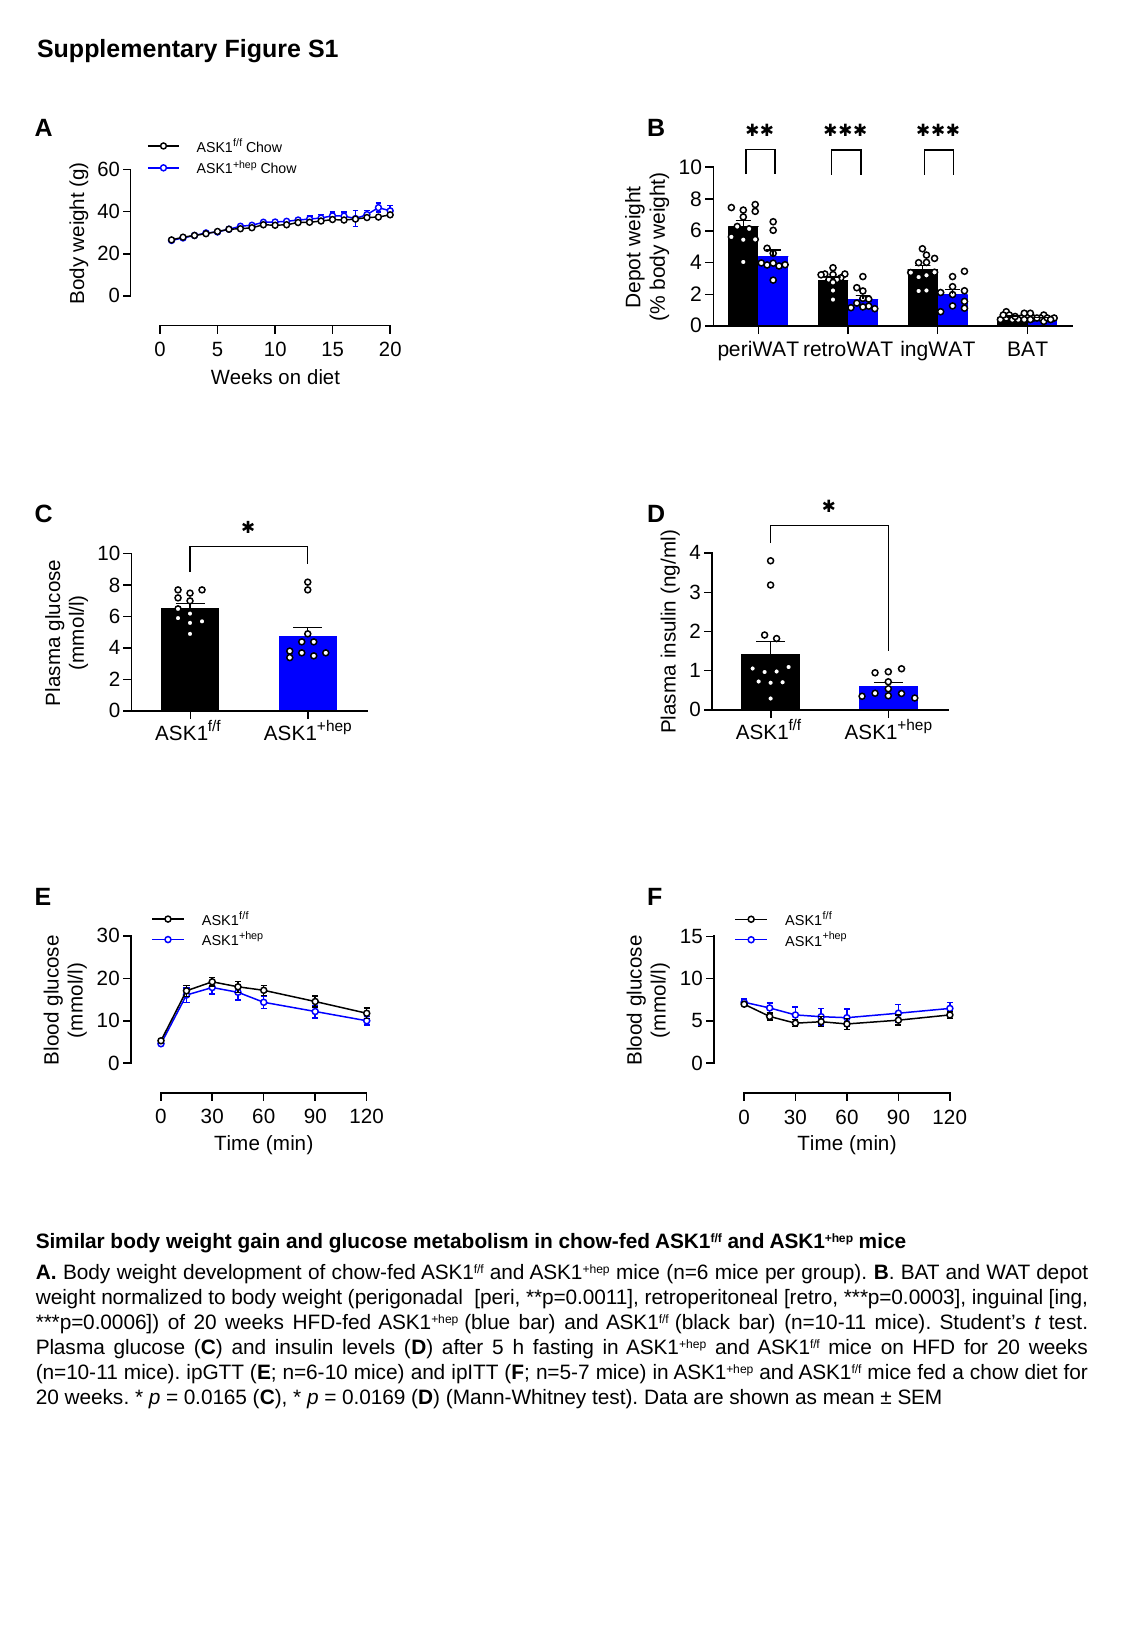

Supplementary Figure S1
A
B
C
D
E
F
Similar body weight gain and glucose metabolism in chow-fed ASK1f/f and ASK1+hep mice
A. Body weight development of chow-fed ASK1f/f and ASK1+hep mice (n=6 mice per group). B. BAT and WAT depot weight normalized to body weight (perigonadal [peri, **p=0.0011], retroperitoneal [retro, ***p=0.0003], inguinal [ing, ***p=0.0006]) of 20 weeks HFD-fed ASK1+hep (blue bar) and ASK1f/f (black bar) (n=10-11 mice). Student’s t test. Plasma glucose (C) and insulin levels (D) after 5 h fasting in ASK1+hep and ASK1f/f mice on HFD for 20 weeks (n=10-11 mice). ipGTT (E; n=6-10 mice) and ipITT (F; n=5-7 mice) in ASK1+hep and ASK1f/f mice fed a chow diet for 20 weeks. * p = 0.0165 (C), * p = 0.0169 (D) (Mann-Whitney test). Data are shown as mean ± SEM

## Slide 3
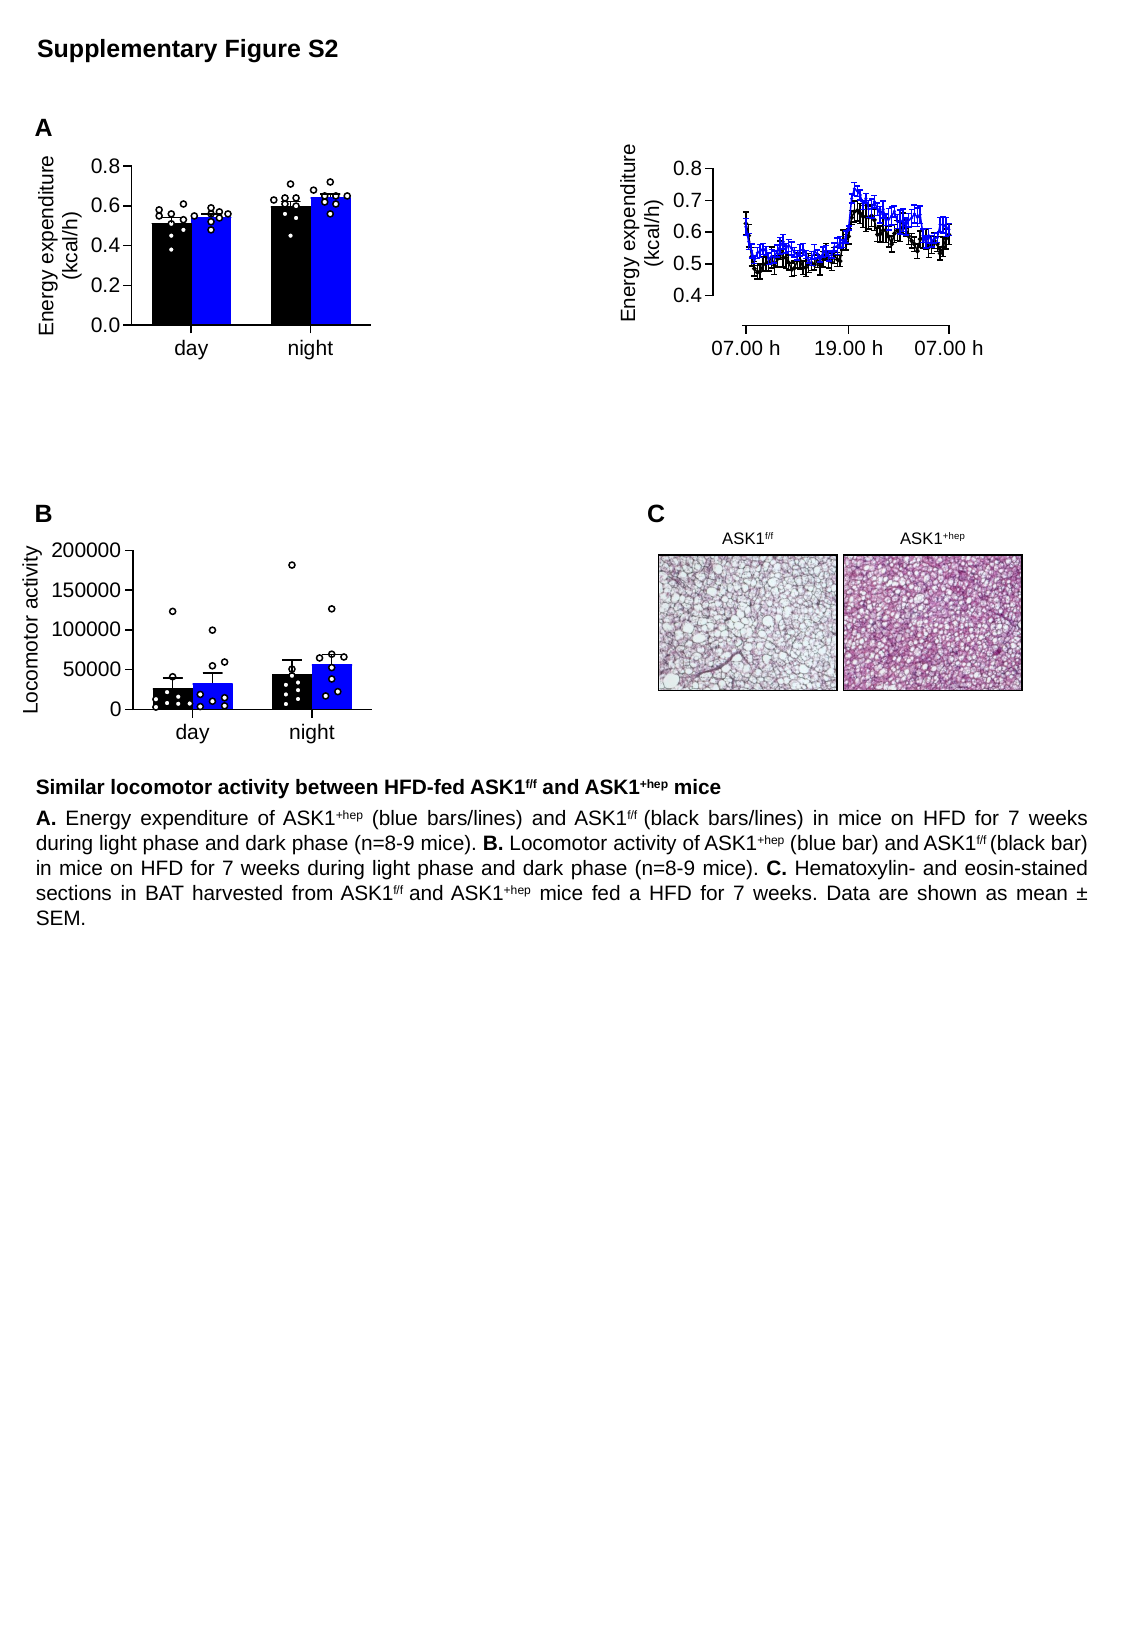

Supplementary Figure S2
A
B
C
ASK1f/f
ASK1+hep
Similar locomotor activity between HFD-fed ASK1f/f and ASK1+hep mice
A. Energy expenditure of ASK1+hep (blue bars/lines) and ASK1f/f (black bars/lines) in mice on HFD for 7 weeks during light phase and dark phase (n=8-9 mice). B. Locomotor activity of ASK1+hep (blue bar) and ASK1f/f (black bar) in mice on HFD for 7 weeks during light phase and dark phase (n=8-9 mice). C. Hematoxylin- and eosin-stained sections in BAT harvested from ASK1f/f and ASK1+hep mice fed a HFD for 7 weeks. Data are shown as mean ± SEM.

## Slide 4
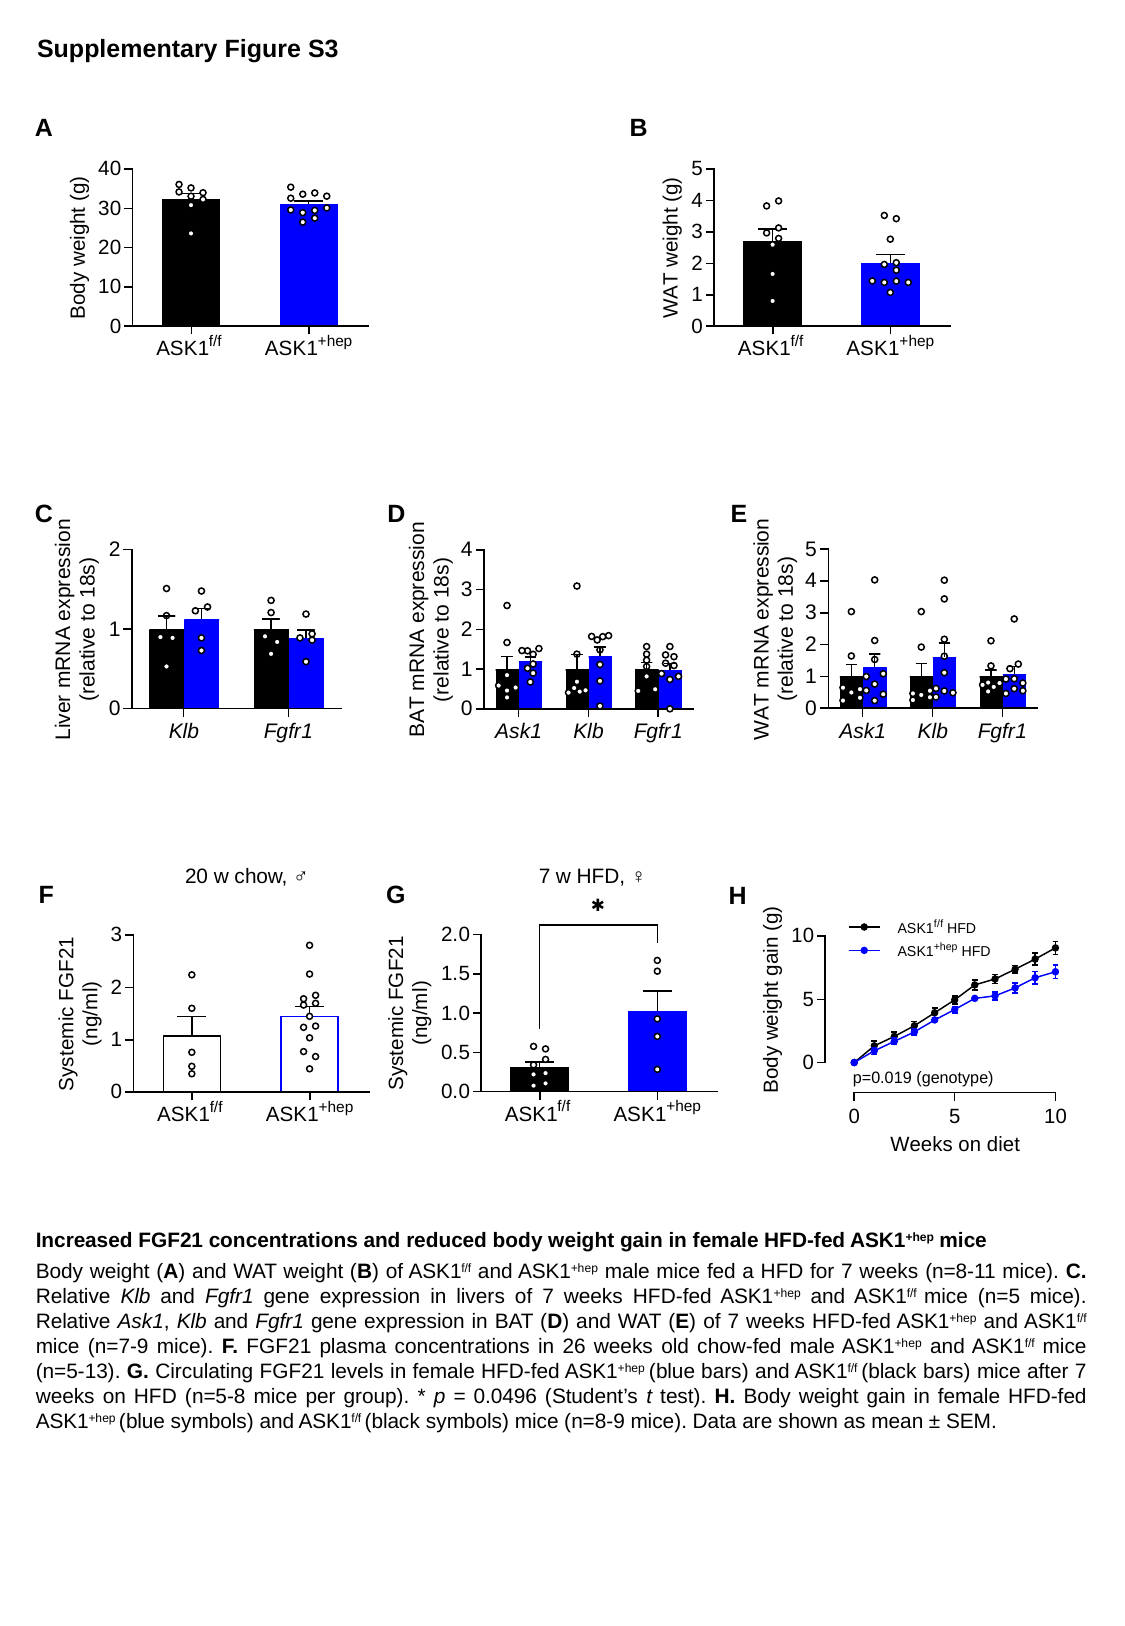

Supplementary Figure S3
A
B
C
D
E
20 w chow, ♂
7 w HFD, ♀
F
G
H
Increased FGF21 concentrations and reduced body weight gain in female HFD-fed ASK1+hep mice
Body weight (A) and WAT weight (B) of ASK1f/f and ASK1+hep male mice fed a HFD for 7 weeks (n=8-11 mice). C. Relative Klb and Fgfr1 gene expression in livers of 7 weeks HFD-fed ASK1+hep and ASK1f/f mice (n=5 mice). Relative Ask1, Klb and Fgfr1 gene expression in BAT (D) and WAT (E) of 7 weeks HFD-fed ASK1+hep and ASK1f/f mice (n=7-9 mice). F. FGF21 plasma concentrations in 26 weeks old chow-fed male ASK1+hep and ASK1f/f mice (n=5-13). G. Circulating FGF21 levels in female HFD-fed ASK1+hep (blue bars) and ASK1f/f (black bars) mice after 7 weeks on HFD (n=5-8 mice per group). * p = 0.0496 (Student’s t test). H. Body weight gain in female HFD-fed ASK1+hep (blue symbols) and ASK1f/f (black symbols) mice (n=8-9 mice). Data are shown as mean ± SEM.

## Slide 5
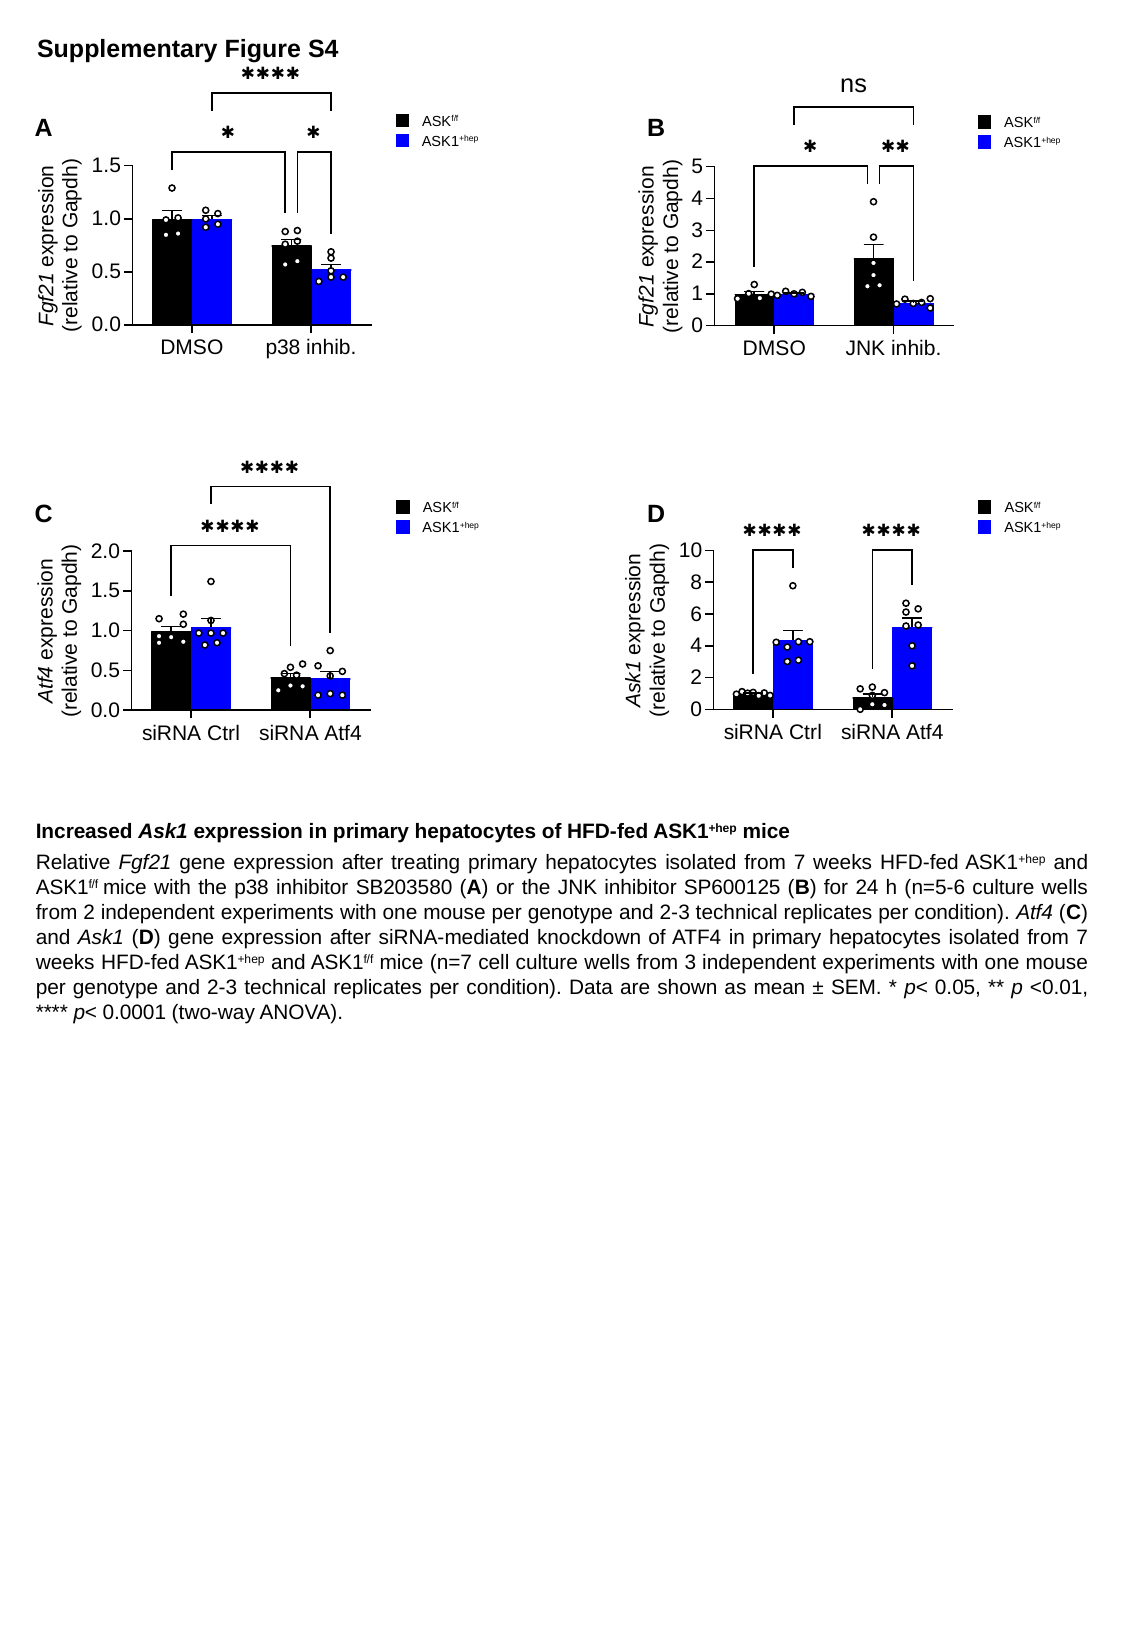

Supplementary Figure S4
A
B
ASKf/f
ASK1+hep
ASKf/f
ASK1+hep
C
D
ASKf/f
ASK1+hep
ASKf/f
ASK1+hep
Increased Ask1 expression in primary hepatocytes of HFD-fed ASK1+hep mice
Relative Fgf21 gene expression after treating primary hepatocytes isolated from 7 weeks HFD-fed ASK1+hep and ASK1f/f mice with the p38 inhibitor SB203580 (A) or the JNK inhibitor SP600125 (B) for 24 h (n=5-6 culture wells from 2 independent experiments with one mouse per genotype and 2-3 technical replicates per condition). Atf4 (C) and Ask1 (D) gene expression after siRNA-mediated knockdown of ATF4 in primary hepatocytes isolated from 7 weeks HFD-fed ASK1+hep and ASK1f/f mice (n=7 cell culture wells from 3 independent experiments with one mouse per genotype and 2-3 technical replicates per condition). Data are shown as mean ± SEM. * p< 0.05, ** p <0.01, **** p< 0.0001 (two-way ANOVA).

## Slide 6
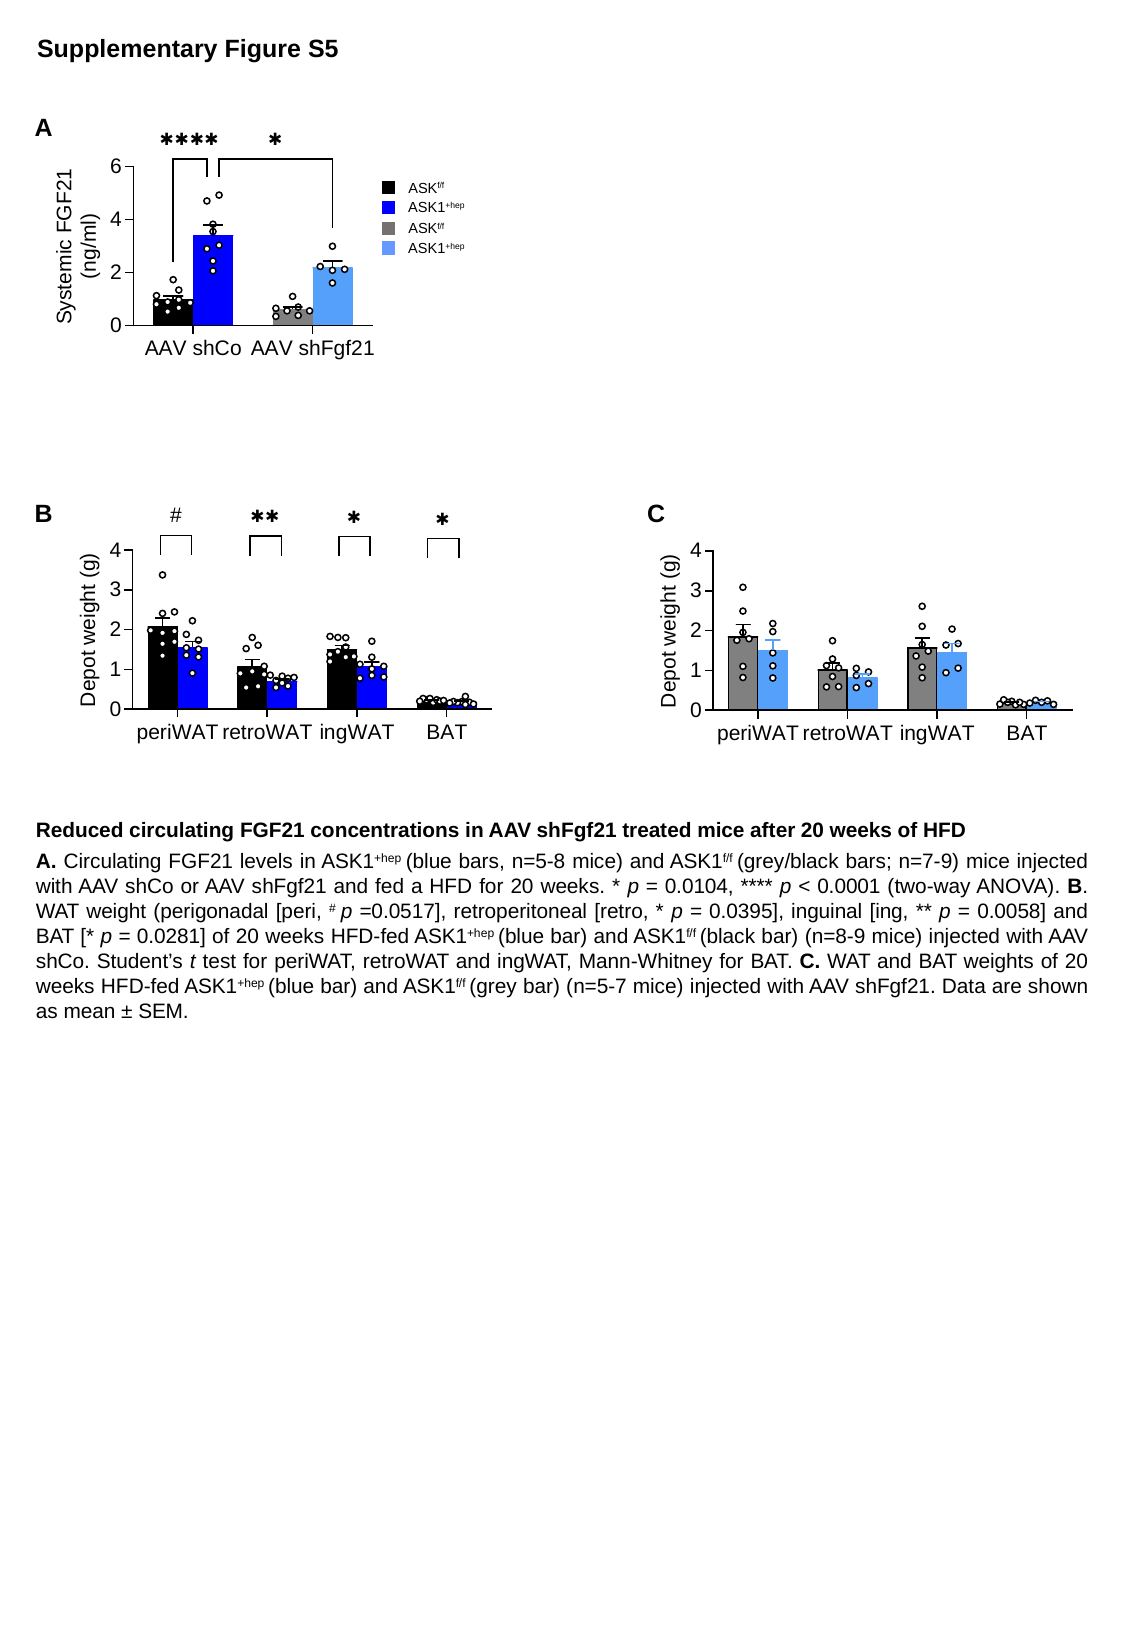

Supplementary Figure S5
A
ASKf/f
ASK1+hep
ASKf/f
ASK1+hep
B
C
Reduced circulating FGF21 concentrations in AAV shFgf21 treated mice after 20 weeks of HFD
A. Circulating FGF21 levels in ASK1+hep (blue bars, n=5-8 mice) and ASK1f/f (grey/black bars; n=7-9) mice injected with AAV shCo or AAV shFgf21 and fed a HFD for 20 weeks. * p = 0.0104, **** p < 0.0001 (two-way ANOVA). B. WAT weight (perigonadal [peri, # p =0.0517], retroperitoneal [retro, * p = 0.0395], inguinal [ing, ** p = 0.0058] and BAT [* p = 0.0281] of 20 weeks HFD-fed ASK1+hep (blue bar) and ASK1f/f (black bar) (n=8-9 mice) injected with AAV shCo. Student’s t test for periWAT, retroWAT and ingWAT, Mann-Whitney for BAT. C. WAT and BAT weights of 20 weeks HFD-fed ASK1+hep (blue bar) and ASK1f/f (grey bar) (n=5-7 mice) injected with AAV shFgf21. Data are shown as mean ± SEM.

## Slide 7
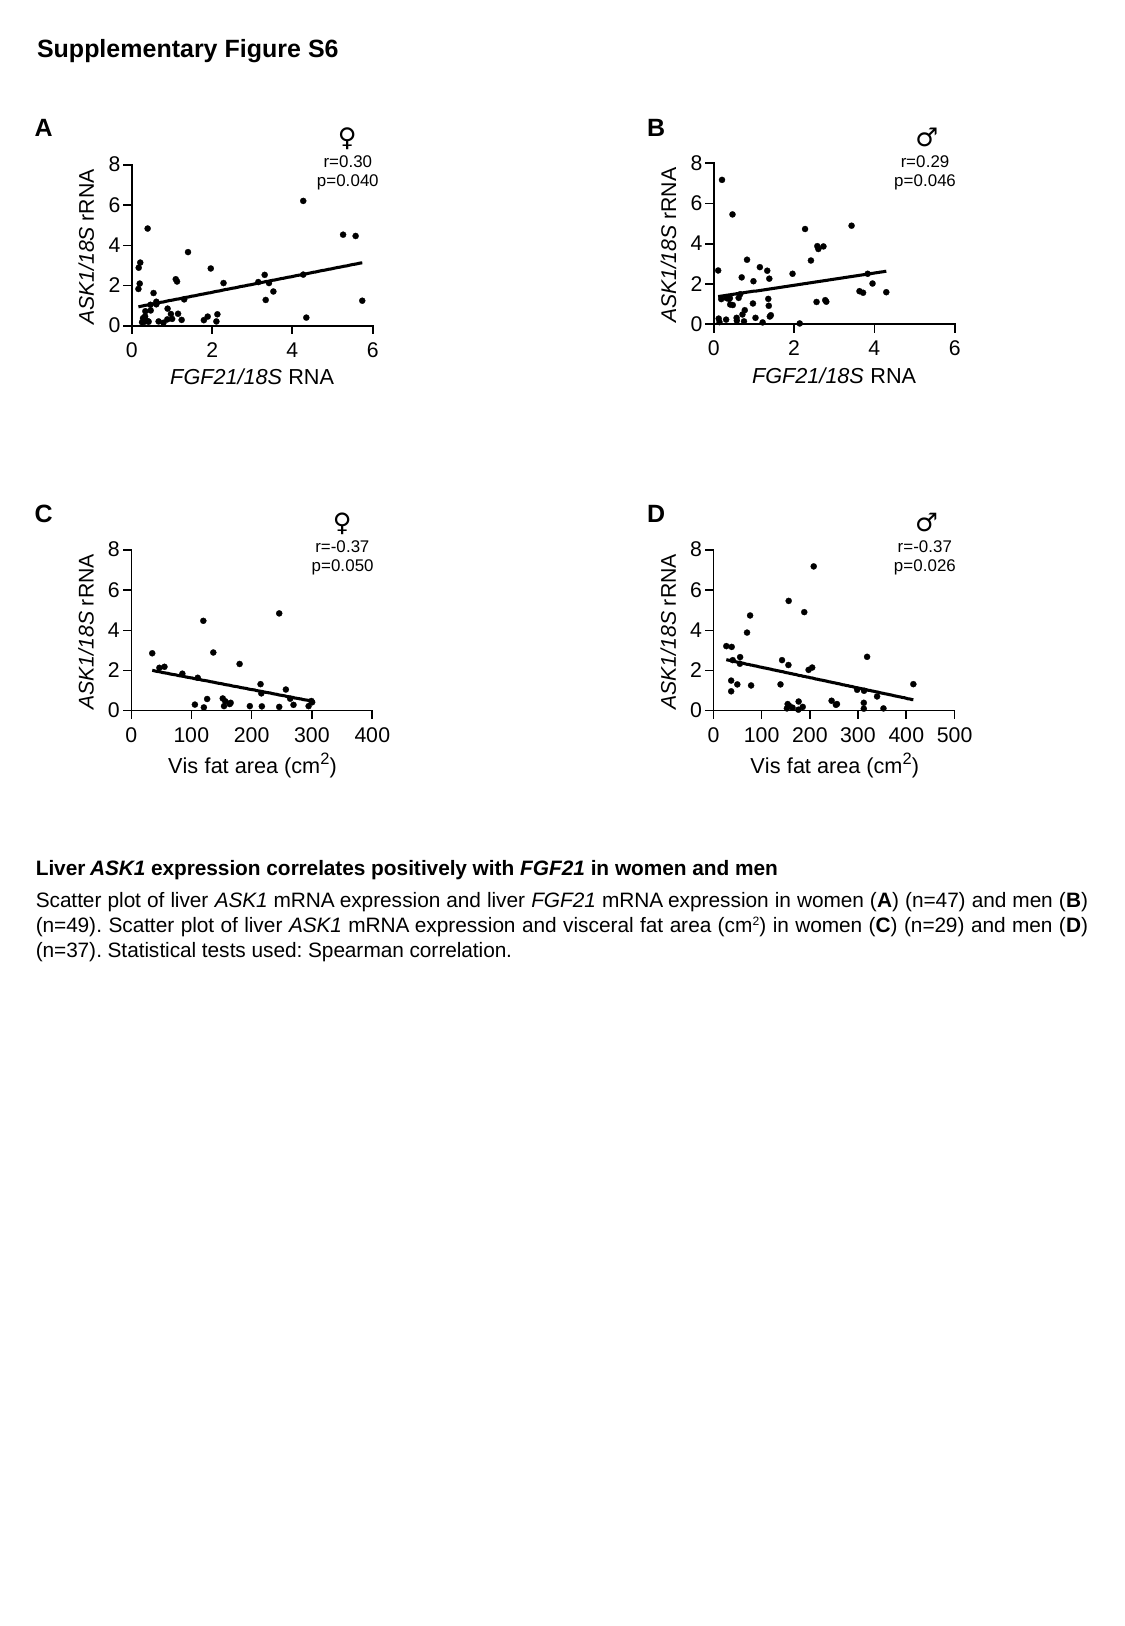

Supplementary Figure S6
A
B
C
D
Liver ASK1 expression correlates positively with FGF21 in women and men
Scatter plot of liver ASK1 mRNA expression and liver FGF21 mRNA expression in women (A) (n=47) and men (B) (n=49). Scatter plot of liver ASK1 mRNA expression and visceral fat area (cm2) in women (C) (n=29) and men (D) (n=37). Statistical tests used: Spearman correlation.

How the deposited data were processed for this re-analysis (not part of the article)

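Gene expression was measured by bulk RNA sequencing in livers of 10 mice on HFD for 7 weeks, 5 labelled ASK1f/f and 5 labelled ASK1+hep. The authors deposited FPKM values per gene, with gene names, positions and lengths. According to the paper's methods, reads were cleaned, mapped with Hisat2 and quantified with FeatureCounts, and the authors tested differential expression with DESeq2. The genome build and annotation release are not given in the paper's text. Of the 54532 genes, 54409 were found in GENCODE M21 (GRCm38), and 98.3% of these had the same chromosome, start and end, so coordinates are given on that build. Gene length in the table is a property of the gene, as deposited.

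The deposited FPKM are not counts, so the comparison planned for counts was replaced by limma on a log scale, and the authors' DESeq2 test was not repeated, also not on the reads recovered below. FPKM multiplied by gene length was a whole multiple of a single step in each library, with a largest distance from whole of 0.000178 reads, which gave the reads per gene and the depth of 13367742 to 16163378 reads per library. These recovered reads served for the filter (at least 10 reads, scaled to the median library, in at least 5 livers, and at least 15 in total), for the depth and for limma-voom, which works on log values. The largest difference between the library sizes implied by the FPKM and median-ratio size factors over the 15062 genes with reads in every library was 1.5e-09%, so that scaling could not serve as an alternative.

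The main comparison was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), without covariates, with a mean-variance trend and Benjamini-Hochberg adjustment over 13306 genes. Gene sets were compared with camera at an inter-gene correlation of 0.01, adjusted over 7 sets. Single genes were also compared with exact two-sided permutation tests over all splits of the livers into 5 and 5. Figures were drawn with matplotlib 3.10.9. Simulated data held 13306 genes with the real library sizes and each gene's own spread. Of these, 200 were changed by a log2 fold change of 2. The comparison recovered 97.5% of the changed genes, 6.25% of its 208 calls were false, and it called 0 genes when none was changed. The changed genes were drawn from those with more reads, genes varied independently, and each gene had the same spread in every library. In the real data the SD of the deviations of ASK1+hep replicate 3 was 1.90 times the median of the other libraries. The recovered share therefore does not give the power in the real livers. For 54532 simulated genes, 100% of reads were recovered exactly. No 2 libraries were near sampling noise of each other, since the lowest chi-square per degree of freedom between libraries was 19.2.

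Genotypes and replicate numbers came from the sample labels and the paper. Replicate numbers run from 1 to 5 in each genotype, and same-numbered mice carry consecutive animal tags in 4 of the 5 pairs, which is where a pairing would come from. The paper's text names no paired comparison. Pairs were compared with an exact two-sided sign-flip permutation test, whose smallest p with 5 pairs is 0.0625. This test was added after the data were examined. The genes named were fixed before the data were examined as Fgf21, Map3k5, Atf4, Klb, Fgfr1, the genes of the 10 transcription factors in Fig. 4C, and up to 5 higher and 5 lower genes with the lowest p-value among those past the adjusted threshold, of which there were 0. Other genes are marked where named. Alternatives fixed before the data were examined were no filter, at least 10 reads in every liver, log2(FPKM + 0.1), limma-voom with and without quality weights, the replicate block, the animal tag prefix as a covariate, leaving out each liver in turn, a fold-change threshold, and for gene sets fry, an estimated inter-gene correlation, and leaving out Fgf21. Scaling by all reads, and a correction for GC content and gene length by splines with 5 degrees of freedom per liver (a GC value was found for 99.93% of the genes compared), with and without the block, were chosen after seeing the data. Plasma, adipose tissue, hepatocyte, AAV and human measurements were not analysed here.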

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

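The tests on the Map3k5 value were chosen after that value was seen, and those on the Drap1 value before its test results were seen. A library was singled out when its gap to the nearest library of its group, divided by the range of the group, was above 0.71. Of 34 groups of values examined in this way, 2 were above it, and about 1 in 20 is what chance gives. No gene outside those the paper discusses passed the adjusted threshold.

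Map3k5 was at 19.8 FPKM in the library labelled ASK1f/f replicate 5, with a gap ratio of 0.856 in its group. The value went against the label, since ASK1 is overexpressed in ASK1+hep livers. After removal of GC content and gene length effects the gap ratio was 0.860, and with scaling by all reads, without the composition factor in the FPKM, it was 0.862. The ratio hardly moved under either, and GC content and length explained 2.00% of the squared deviations of this library. A mislabelled library was tested by placing each library between the group means (at -1 and 1) with 200 genes chosen without that library and without Map3k5. The library labelled ASK1f/f replicate 5 scored 0.487, on the ASK1+hep side, but of the other 9 libraries 7 were placed on their labelled side, so a mislabelled library can neither be shown nor excluded. Its Fgf21 value of 3.21 FPKM was within the range of the other ASK1f/f livers. Leaving it out changed the log2 fold change of Map3k5 from 0.60 to 0.92. No biological explanation for a single animal was tested.

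Drap1, a gene of Fig. 4C, was at 65.4 FPKM in ASK1+hep replicate 3, with a gap ratio of 0.714. The ratio was 0.765 after the GC and length correction and 0.687, under the limit, with scaling by all reads. The ratio crossed the limit by little in either direction, and replicate 3 stayed the highest of its group, so this crossing does not show that library size explains the value. No biological explanation was tested.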

How the results depend on the processing

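Scaling by all reads, the GC and length correction and the sign-flip test of pairs were chosen after seeing the data, and the other alternatives were set before. The count-based settings (DESeq2's size factors within edgeR, and DESeq2's test with and without the gene filter) were planned for deposited counts and were not run, also not on the reads recovered from the FPKM. Unless stated otherwise, the cause of a change was not tested.

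The number of genes with an adjusted p at or below 0.05 was 0 (768 at an unadjusted p under 0.05), and stayed at 0 in 19 of 21 alternatives. Among these 19, the fold-change threshold only narrowed the genes that had passed, so it could give nothing but 0. The number was 1 with limma-voom and quality weights, where Fgf21 had a log2 fold change of 2.38 (adjusted p = 0.0445). Across the 10 fits that each left out a liver it ranged from 0 to 1. The number at an unadjusted p under 0.05 was 1222 without a filter. In the 10 fits that number ranged from 557 to 1724, and was highest without ASK1+hep replicate 5. Over those fits the log2 fold change of Fgf21 ranged from 1.87 to 2.35 and its adjusted p from 0.0161 to 0.917, and it passed the threshold only without ASK1+hep replicate 5. GC content and gene length explained 25.1% of the squared deviations of that library, the largest share of any library. With all livers and the GC and length correction, Fgf21 had an adjusted p of 0.0944 from limma, and 0.200 with the block beside it. Over all alternatives Fgf21 was higher in ASK1+hep livers, with an adjusted p from 0.0161 to 0.917. Without ASK1f/f replicate 5, its rank by p-value was 11. Map3k5, Atf4 and Fgfr1 kept their direction and stayed above the threshold in all 20 alternatives.

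With the replicate number as a block, Fgf21 had an adjusted p of 0.437 and rank 4, and the number of hepatokines past the list-adjusted threshold was 1 in place of 2. NR1I3 targets changed their direction by camera under the block, with a median log2 fold change of -0.035 as before. The mean correlation of same-numbered livers was 0.107.

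The hepatokine count was also 1 with no filter, with the tag prefix as a covariate, and with the GC and length correction, alone or with the block, and from 1 to 5 across the fits that left out a liver. Without a filter, NR1I3 targets reversed (median log2 fold change 0.028) and AP-1 early genes no longer passed (0.056). With limma-voom and quality weights, ChREBP targets reversed (-0.0039), clock genes passed (-0.15), acute phase genes no longer passed (-0.18), and the genes Gtf3a (0.055) and Klf15 (-0.079) reversed.

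The gene sets depended on the test used and on how the inter-gene correlation was handled. The ATF4 target set (median log2 fold change 0.10), PPARA targets (0.13), AP-1 early genes (0.23) and acute phase genes (-0.53) passed with camera at a correlation of 0.01 but not with fry or with the estimated correlation, where the adjusted p of the ATF4 target set was 0.206 and 0.215. Over its 23 alternatives that adjusted p ranged from 1.3e-05 to 0.215. The estimated correlations of these sets were 0.123, 0.164, 0.305 and 0.617, above the fixed value. They are not shown to be the only cause of the change in camera. Clock genes had an estimated correlation of 0.011, and their unadjusted p by camera still moved from 0.0543 to 0.0920. Leaving out Fgf21 changed camera's direction for ChREBP targets (median log2 fold change 0.041). AP-1 early genes also fell short after the GC and length correction and with the block beside it (0.10 in both).

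Scaling by all reads moved the share of higher genes among those at an unadjusted p under 0.05 from 52.9% to 31.4%, and the log2 fold changes of Klb (-0.012) and Klf15 (-0.067) reversed. This scaling lowers genes together, with a median over all genes of -0.052 against -0.0065, and both genes were near 0 (0.049 and 0.011), so their change of sign says nothing about these genes in particular. Klf15 also reversed with the GC and length correction, with and without the block (-0.021). Across the fits that left out a liver, the log2 fold change ranged from -0.036 to 0.16 for Klb, from -0.17 to 0.091 for Myc, from -0.14 to 0.024 for Gtf3a, from -0.20 to 0.053 for Thap3 and from -0.094 to 0.20 for Klf15, and each of these changed direction. The medians ranged from -0.086 to 0.038 for NR1I3 targets, from -0.022 to 0.14 for ChREBP targets, from 0.13 to 0.34 for AP-1 early genes and from -0.21 to -0.035 for clock genes. AP-1 early genes no longer passed in 4 of these 10 fits (without ASK1f/f replicates 1, 3 and 4 and without ASK1+hep replicate 2), and their adjusted p ranged from 0.000186 to 0.312. Clock genes passed in 2 of the 10 (without ASK1f/f replicate 5 and without ASK1+hep replicate 5), and their adjusted p ranged from 0.0214 to 0.198.

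Depth limits low genes most. Fgf21 rests on 35 to 395 reads per liver and Fgfr1 on 88 to 187.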

Differences from the paper's values

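Fig. 3A places Fgf21 at about 8.1 on its axis of -log10 adjusted p, read by eye, and limma on log2(FPKM + 1) gave 0.45. In Fig. 3A about 13 genes, read by eye, lie past the adjusted threshold in the paper's volcano plot, against 0 here (768 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, none of those that were run closed either gap. The count-based settings, which are closest to the authors' test, were planned but not run. Fgf21, which the paper calls upregulated, passed the adjusted threshold with limma-voom and quality weights (adjusted p = 0.0445). It also passed without ASK1+hep replicate 5 (adjusted p = 0.0161 from limma), and in no other setting that was run. The authors' DESeq2 test was not repeated, neither on the FPKM nor on the reads recovered from them, so whether that test accounts for these gaps was not examined. The paper's text states that liver Fgfr1 was not altered by PCR, and in the sequencing values every ASK1+hep liver was below every ASK1f/f liver, with an adjusted p of 0.804 from limma.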

Other observations

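Tests on the distance of ASK1+hep replicate 3 by marker genes and depth, and on Fgf21 with scaling by all reads, were chosen after the results were seen. The other tests were chosen before their results were seen.

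Fgf21 kept a log2 fold change of 1.94 after the GC and length correction and 1.99 with scaling by all reads, and every ASK1+hep liver stayed above every ASK1f/f liver in both. Within livers labelled ASK1+hep, replicates 1 and 5 had the highest Map3k5 (16.4 and 15.2 FPKM) and the lowest Fgf21 (12.3 and 7.40 FPKM), and replicate 3 had the lowest Map3k5 (7.68 FPKM) and the highest Fgf21 (30.1 FPKM). With 5 livers this relation was not tested.

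The number of genes at an unadjusted p under 0.05 was compared with other splits of the livers. Of the 16 splits that part all same-numbered pairs, 5 gave at least the 768 genes of the genotypes, the genotype split included. Of those 16 splits, 1 gave a p-value for the ATF4 target set as low as the genotypes, which was the genotype split itself, and 3 gave as many hepatokines. With 16 splits a share under 0.05 cannot be reached, whatever the data, so this comparison could not have set any of the 3 results apart from chance. Among 84 other splits, drawn from those that part fewer pairs, 20 gave as many genes, 4 as low a p-value and 4 as many hepatokines. Over all 100 splits, the genotype split included, these numbers were 25, 5 and 7, but splits that part fewer pairs are not like the genotype split. Of the 100, 5 had a gene past the adjusted threshold, with at most 4 genes, and the genotype split had 0.

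The hypothesis of higher ATF4 activity in ASK1+hep livers was examined with the ATF4 target set, which includes Fgf21. The paper drew that hypothesis from sequencing of the same livers, so this is not an independent test. The set's adjusted p was 0.000179 by camera at a fixed correlation and 0.000197 after the GC and length correction, which hardly moved it. Without Fgf21, camera at the fixed correlation gave 0.00115. With Fgf21 kept and the correlation estimated, camera gave 0.215. PPARA targets were higher as well. Higher ATF4 activity may contribute, but these data do not single it out.

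ASK1+hep replicate 3 lay far from the other libraries, with a score of 52.7 on the first principal component, which held 41.0% of the variance. Its mitochondrial genes took 10.9% of reads, against 4.19% to 6.74% in the other 9 libraries. The SD of its deviations was 1.90 times the median of the other libraries, 1.82 times after the GC and length correction and 1.90 times without mitochondrial genes. Of 4 sets of marker genes (pancreas, adipocyte, blood cell and biliary), 0 had it as a high outlier among the 10 libraries, although its mean log2(FPKM + 1) of adipocyte markers was the highest of the 10 at 1.12, with 0.873 in ASK1f/f replicate 5 next, and its mean of blood cell markers was 6.59, with 6.97 in ASK1+hep replicate 4 above it. Its depth had rank 7 from the fewest reads. GC content and gene length explained 17.1% of its squared deviations, so they account for a part of the distance, and most of it remained after the correction. Low depth did not account for it. The marker genes did not set the library apart, but they do not exclude a small share of RNA from other cells. A few genes can hardly move an SD over all genes, whether kept or removed. The unchanged ratio without mitochondrial genes therefore says little, and a few abundant genes by themselves could hardly produce so large an SD. RNA quality was not tested, and no biological explanation was tested.

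Klb, reported by the paper as unaltered in liver by PCR, had 3.75 ± 0.968 FPKM (SD, n = 5) in ASK1f/f and 3.93 ± 1.09 FPKM (SD, n = 5) in ASK1+hep livers. Fgfr1 had 1.01 ± 0.122 and 0.718 ± 0.0794 FPKM (SD, n = 5 each), with a log2 fold change of -0.23 (adjusted p = 0.804 from limma). It was lower in 5 of 5 ASK1+hep livers than in any ASK1f/f liver (exact two-sided permutation test, p = 0.00794, and p = 0.0625 by an exact sign-flip permutation test of the 5 same-numbered pairs, the smallest p that they allow), which 0.864% of all genes show as a complete separation, against 0.794% by chance.

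Among the genes of the transcription factors in Fig. 4C, none passed the adjusted threshold. Jund had 27.9 FPKM in ASK1f/f and 53.0 FPKM in ASK1+hep livers (log2 fold change 0.73, adjusted p = 0.812 from limma). Nr1i3 had 10.6 and 8.21 FPKM (log2 fold change -0.37, adjusted p = 0.812 from limma). Across the fits that left out a liver, the log2 fold change ranged from 0.43 to 0.97 for Jund. For Nr1i3 it ranged from -0.48 to -0.17. Both were smallest in size without ASK1+hep replicate 3. Acute phase genes had a mean log2(FPKM + 1) of 8.35 and 8.02 in ASK1f/f replicates 2 and 5, and from 5.87 to 6.90 in the other 8 libraries. Xist was at most 0.0129 FPKM and Ddx3y at least 6.02 FPKM in every library.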
